# Astrocytes are direct cellular targets of lithium treatment: novel roles for lysyl oxidase and peroxisome-proliferator activated receptor-γ as astroglial targets of lithium

**DOI:** 10.1038/s41398-019-0542-2

**Published:** 2019-09-02

**Authors:** Andrea D. Rivera, Arthur M. Butt

**Keywords:** Molecular neuroscience, Bipolar disorder

## Abstract

Astrocytes are multifunctional glial cells that play essential roles in supporting synaptic signalling and white matter-associated connectivity. There is increasing evidence that astrocyte dysfunction is involved in several brain disorders, including bipolar disorder (BD), depression and schizophrenia. The mood stabiliser lithium is a frontline treatment for BD, but the mechanisms of action remain unclear. Here, we demonstrate that astrocytes are direct targets of lithium and identify unique astroglial transcriptional networks that regulate specific molecular changes in astrocytes associated with BD and schizophrenia, together with Alzheimer’s disease (AD). Using pharmacogenomic analyses, we identified novel roles for the extracellular matrix (ECM) regulatory enzyme lysyl oxidase (LOX) and peroxisome proliferator-activated receptor gamma (PPAR-γ) as profound regulators of astrocyte morphogenesis. This study unravels new pathophysiological mechanisms in astrocytes that have potential as novel biomarkers and potential therapeutic targets for regulating astroglial responses in diverse neurological disorders.

## Introduction

Lithium has been in continuous use as a mood stabiliser in the treatment of bipolar disorder (BD) and major depression for decades, but its precise mode of action remains unclear^1^. Pharmacological and genetic studies have identified a number of key cellular signalling pathways that are effected by lithium, among the most prominent being glycogen synthase kinase 3 (GSK3), cAMP response element-binding protein (CREB) and inositol^1^. In addition, transcriptomic methods are identifying lithium-responsive genes that are beginning to provide compelling links with neurobiological studies^2^. At a cellular level, lithium is neuroprotective and, as the primary neuroprotective cells of the CNS, there is increasing interest in astrocytes being prominently involved in mood disorders and potential targets of lithium^3^.

Astrocytes perform essential structural and homoeostatic functions that maintain neuronal signalling and integrity^4^. Disruption of astroglial functions has critical consequences for cognitive function implicated in neuropsychiatric disorders and dementia, including BD, schizophrenia and Alzheimer’s disease (AD)^5–8^. The morphological and physiological changes that astrocytes undergo in response to pathology is generally termed ‘astrogliosis’ or ‘reactive astrogliosis’, most often characterised by an upregulation of the astrocyte intermediate filament glial fibrillary acidic protein (GFAP) and cellular hypertrophy, which may or may not be associated with cell proliferation^4^. However, reactive astrogliosis is not uniform and varies in a context-specific manner, with two extremes of the spectrum being reactive astrogliosis that is either deliterious or beneficial for protection and repair^9,10^. In BD, deficiencies in astroglial function are implicated in changes in synaptic signalling and these changes may be modified by anti-bipolar drugs, including lithium^11^. Notably, specifically targeting astrocytes in rodents induces neuropathology and behavioural changes characteristic of depression, schizophrenia and BD^12^. Astrocyte changes have been detected by post-mortem analysis of the astrocyte-specific protein GFAP in BD, schizophrenia and AD^13–15^. In addition, mRNA levels of GFAP have been shown to be increased in the peripheral blood of BD subjects never treated with lithium, compared to BD subjects treated continuously with lithium, which had similar levels of GFAP as control subjects^16^. Together, these studies raise the possibility that the effects of lithium on astrocytes may be related to its beneficial therapeutic effects.

As well as being the frontline treatment for BD, lithium is also effective as an add-on medication in schizophrenia^17^ and has beneficial effects on cognitive performance in subjects with AD^18^. There is growing evidence that lithium positively regulates astroglial pathology in disease models of AD^19^, as well as Alexander disease^20^ and Fragile-X syndrome^21^. The majority of studies on astrocytes focus on their role in maintaining synaptic signalling in grey matter (GM). However, communication between GM regions depends on white matter (WM), comprised of bundles of myelinated axons that are essential for the superfast connectivity of the human brain, and WM disruption is implicated in all neuropsychiatric diseases including BD^22,23^. Astrocytes are essential for WM function and integrity^24^, and there is clear evidence in prefrontal WM of disruption of astrocytes and axons in BD^25^. Moreover, lithium preferentially accumulates in WM and counteracts disruption of WM in BD^23^. This led us to propose that WM astrocytes may be direct cellular and molecular targets of lithium. Here, we have tested this directly in situ in the adult mouse optic nerve, a model WM tract that contains only glial cells and the axons they support^24^. The results demonstrate for the first time that the ECM-regulatory enzyme lysyl oxidase (LOX) is a novel astroglial target of lithium and a profound regulator of astrocyte morphology and proliferation. Moreover, pharmacogenomic analysis identified drugs that target peroxisome proliferator-activated receptor gamma (PPAR-γ) regulate astrogliosis and have therapeutic potential in diverse neurodegenerative and neuropsychiatric disorders.

## Materials and methods

### Animals and tissue

Young adult mice aged 35–45 days were used throughout, either transgenic mice in which the astrocyte gene GFAP drives expression of the fluorescent reporter enhanced green fluorescent protein (EGFP)^26^, or the wildtype background mouse strain C57/BL10. All animals were killed humanely in accordance with the Animals Scientific Procedures Act (1984).

### Mouse optic nerve culture

The ex vivo mouse optic nerve model was established in our laboratory^27^ and was modified as follows. Optic nerves were removed with the retina intact and placed immediately in ice-chilled oxygenated artificial (a)CSF composed of: NaCl 133 mM, KCl 3 mM, CaCl_2_ 1.5 mM, NaH_2_PO_4_ 1.2 mM, HEPES buffer 10 mM pH 7.3, 0.5% penicillin and streptomycin (Invitrogen); *n* = 6 optic nerves from 3 mice were used per experimental group for confocal microscopy analysis, and *n* = 12 nerves from 6 mice were used for transcriptomic analysis, according to power calculations to ensure sample sizes were adequate to detect statistical differences. Nerves were carefully cleaned of the arachnoid membrane and any attached peripheral tissue, then washed in aCSF and placed on semiporous culture membrane inserts (Millipore 0.4 µm), with 1 ml of medium (consisting of 25% horse serum, 49% OptiMEM, 25% Hanks’s balanced salt solution, 0.5% 25 mM glucose, 0.5% penicillin and streptomycin; all reagents from Invitrogen), and maintained ex vivo in culture at 37 °C in 95%O_2_/5% CO_2_ for 3 days. Lithium chloride (20 mM) was added directly to the culture medium (agents from Sigma Aldrich), based on previously published dose–response curves^27^; the outer integral layer of the optic nerve (pia mater) has a highly restrictive permeability and lithium was added as a stock solution (20 mM) to provide a therapeutic concentration of 1–2 mM in the nerve^27^. After 3 days, the optic nerve tissue was prepared for confocal imaging or RNA extraction. All experiments were conducted in triplicates and no samples were excluded; due to the study design animals were not selected blinded for group allocation, but all outcome measurements were subsequently conducted blind, and all samples were included.

### Confocal microscopy and image analysis

Optic nerves were immersion fixed in 4% paraformalhdehyde (PFA) in phosphate-buffered saline (PBS) for 1 h at RT and following washes in PBS were whole-mounted on microscope slides in VectaShield (VectorLabs). Cells expressing the GFAP-EGFP reporter were visualised at 488 nm using an argon laser and images captured on a Zeiss LSM 710 metaconfocal microscope, using a ×20 Plan-NEOFLUAR 20 objective with a numerical aperture of 0.50. Images were captured maintaining the acquisition parameters constant between samples. Each nerve counted as a single ‘n’ value and the total number of cells was counted midway along the length of the optic nerve in a single field of view (FOV), comprised a constant volume of 200 µm × 200 µm in the *x*–*y*-plane and 25 µm in the *z*-plane, commencing 15 μm below the pial surface. For all comparisons, the significance level was set to 5%; due to the explorative nature of this study, no adjustment was made to the significance level. Cell counts are expressed as mean number of cells per FOV ± standard error of the mean (SEM). There were six nerves from three mice in each experimental group and statistical analysis was performed using GraphPad Prism v3.02 for one-way analysis of variance (ANOVA) followed by Bonferroni post hoc test unless otherwise stated.

### Microarray

As detailed previously^27,28^, maintaining strict RNAase-free and sterile conditions throughout, RNA was extracted and processed using a RNeasy Micro kit (Qiagen). RNA concentration was determined using Nanodrop ND-1000 spectrophotometer and samples were then stored at −80 °C until use. For microarray, RNA was converted to double stranded cDNA and purified, using the Bioarray Single RNA Amplification and Labelling kit and cDNA purification kit (Enzo Life Science). Double stranded cDNA was used to generate multiple copies of biotinylated cRNA using the Bioarray Highyield RNA transcription Labelling Kit (Enzo Life Sciences). Quality control on the biotinylated cRNA produce included the determination of the A260/280 ratio; all samples passed quality control (ATLAS-Biolabs Co., Germany). For microarray chip hybridisation, 10 µg of each biotinylated cRNA sample was hybridised on an Affymetrix GeneChip Mouse Genome 430 2.0 for 16 h at 45 °C, using the Affymetrix GeneChip Fluidics Station and scanned using an Affymetrix GeneChip Scanner 3000. Quality control analysis and data analysis produced.CEL image and.CHP image files for analysis using Affymetrix GeneChip Operating Software. Agilent GeneSpring GX 12 software was used to obtain datasets and perform statistical analyses; data normalisation was carried out using the MAS-5 algorithm and data baseline transformation to the mean of all samples. Data are deposited in Gene Ontology Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) and identified by the accession number: GSE132397.

### Genomic analysis

Normalised datasets generated by microarray analysis were analysed using ConsensusPathDB, Ingenuity IPA (Qiagen) and String V10.5 ^29,30^. Agilent GeneSpring GX 12 was used to assemble Affymetrix data and generate hierarchical clustering data and gene lists, from which astroglial genes were identified using multiple published datasets^31–33^. Lithium-responsive astroglial genes associated with BD were then determined using combined datasets from BDgene and DISGENET (V5.0)^34,35^. Gene Ontology (GO) sets were generated using ConsensusPathDB and String V10.5.

### SPIED/CMAP analysis

As previously described^36^, SPIED (Searchable Platform-Independent Expression Database) and CMAP (Connectivity MAP) were used to identify small molecules that are predicted to have the same gene signatures as the lithium-responsive astrglial genes and BD-associated genes identified by the genomic analysis described above. In brief, the expression profiles of lithium-responsive astroglial genes and those associated with BD were uploaded onto the SPIED database (http://spied.org.uk/cgi-bin/HGNC-SPIEDXXX.cgi) and interrogated against the CMAP initiative (https://clue.io/cmap), a database for over a thousand drug treatments, to identify drugs with gene expression profiles that correlate positively with our databases^37,38^. In this way, small bioactive molecules were identified that have the potential to mimic the effects of lithium on astrocytes and correlate with BD-associated genes; two of these drugs, Pioglitazone (1 mM) and 3-*O*-Epicatechin (3 µM) were validated in organotypic optic nerve cultures, as described above for lithium.

## Results

### Lithium induces astrocyte morphogenesis and proliferation

Astrocytes are essential for WM function and integrity^24^, and are a potential target for the beneficial effects of lithium on WM in BD^25^. To examine the effects of lithium on WM astrocytes directly, we used a mouse optic nerve ex vivo preparation^27^, which was adapted so that the retina and optic nerve are maintained intact and kept alive in organotypic culture, in control medium or medium plus lithium. Optic nerves from adult GFAP*-*EGFP transgenic reporter mice were used^26^ to enable unequivocal identification of astrocytes. High resolution confocal microscopic examination of astrocyte three-dimensional morphology in whole-mounts of the intact nerve demonstrated that lithium has a striking effect on astrocytes, increasing their numbers and dramatically altering their morphology in all the preparations analysed (*n* = 6 per experimental group, in triplicate) (Fig. 1). In untreated cultures, mouse optic nerve astrocytes have a typical stellate morphology, with processes extending in all directions from a centrally located cell body (Fig. 1a). In marked contrast, lithium induced a highly polarised morphology in astrocytes (Fig. 1b) and doubled their numbers compared to controls (Fig. 1c; *p* < 0.001 unpaired *t*-test). Astrocyte processes characteristically bear fine collaterals and spines and have discrete process territorial domains in control nerves (Fig. 1a)^39^. In lithium, astrocytes form clones of densely packed cells that extend long smooth primary processes that rarely branched to form an astroglial palisade (Fig. 1b), typical of reactive astrogliosis^40^. The results demonstrate that lithium induces astrocyte proliferation and morphogenesis.

**Fig. 1:**
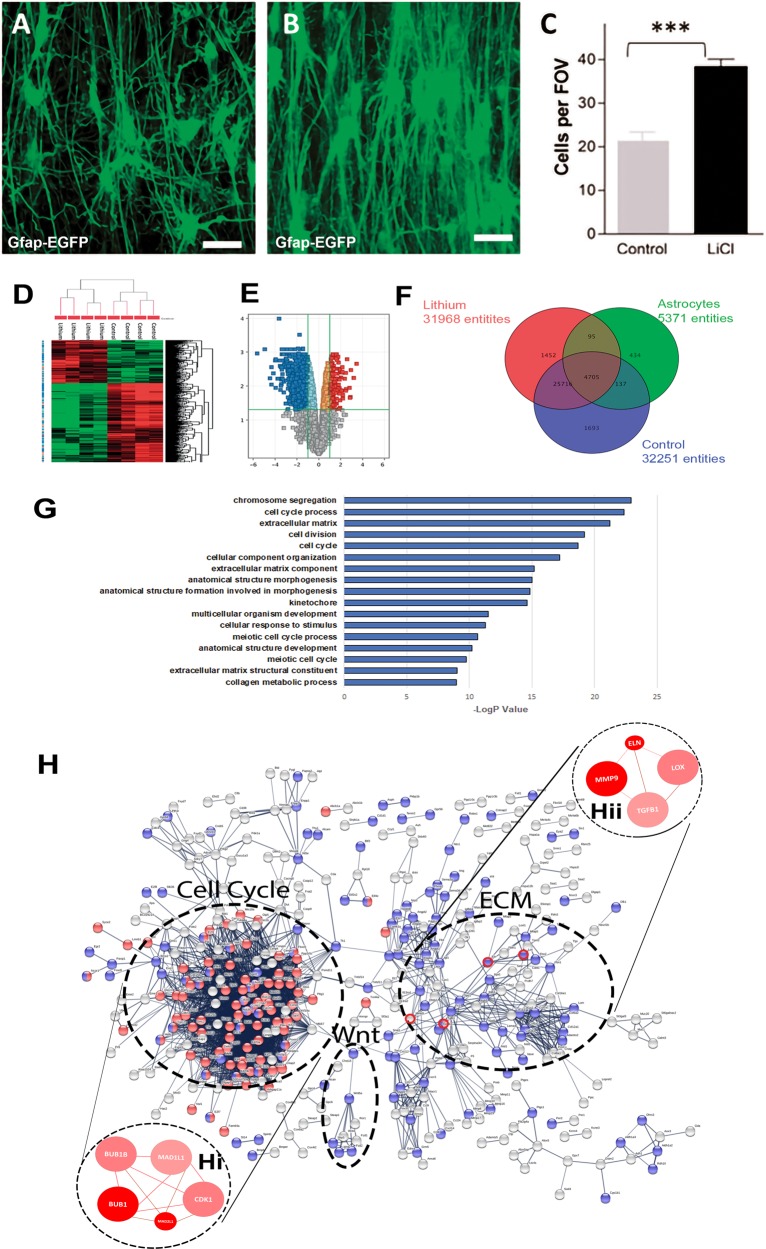
Identification of regulatory mechanisms of lithium in controlling astrocyte morphogenesis and proliferation. The effects of lithium on astrocytes were examined ex vivo in organotypic cultures of optic nerves from 5- to 6-week-old transgenic mice in which the astroglial gene glial fibrillary acidic protein (GFAP) drives the expression of enhanced green fluorescent protein (EGFP), to identify astrocytes. Confocal images of whole mounts of optic nerves maintained in culture for 3 days in control medium (**a**), or medium containing lithium (**b**). Compared to controls (**a**), lithium induced the formation of highly polarised astrocytes that formed a dense palisade traversing the nerve (**b**), Scale bars = 50 μm. **c** Graph of cell counts taken from a constant field of view (FOV, 200 µm x 200 µm) illustrating lithium doubled the number of astrocytes in the optic nerve; data are mean ± SEM (*n* ≥ 6 nerves in each treatment group), **p < 0.01, ***p < 0.001, Student’s *t* test. Microarray analysis using Affymetrix GeneChip Mouse Genome 430 2.0 was performed on optic nerves from 5- to 6-week-old C57/BL10 mice maintained ex vivo in organotypic cultures for 3 days in control medium or medium containing lithium. **d** Unsupervised hierarchical clustering of gene expression changes induced by lithium compared to controls, where red and green indicate up- and downregulated genes, respectively. **e** Volcano plot analysis was used to identify statistically represented genes with a false discovery rate (FDR) < 0.05 and an absolute fold change (FC) > 2.0. **f** Lithium responsive astroglial genes (4705 entities) were determined by interrogating the optic nerve gene datasets against the gene sets for astrocytes^31–33^. **g** GO analysis of astroglial genes altered by lithium identified cell cycle and extracellular matrix (ECM) as the major biological processes regulated by lithium. **h** Neighbourhood-based entity set analysis (NEST) of cell cycle genes (hi) and ECM genes (hii) identified by String analysis of predicted protein–protein interactions (circled in red). NEST analysis of ECM genes (hi, hii) identified lysyl oxidase (LOX), Elastin (Eln), Metalloprotienase 9 (Mmp9) and transforming growth factor beta 1 (Tgfb1) as major astroglial targets of lithium (dark and light red nodes have significant enrichment levels (*p* *<* 0.0001), whilst thickness of connection lines represent the number of shared genes across nodes, and colour shade represents the number of shared input genes)

### LOX is a novel lithium-responsive astroglial gene

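The optic nerve holds the axons of retinal ganglion cells together with astrocytes, oligodendrocytes, microglia, blood vessels and a pial sheath, so that the arrays measured a mixture of cells. Nerves from mice aged 35 to 45 days, cleaned of the arachnoid membrane, were kept as organotypic cultures for 3 days in control medium or in medium with 20 mM lithium chloride. RNA from 4 control and 4 lithium-treated samples was hybridised to 8 one-colour Affymetrix arrays of the mouse genome. The sample labels give 6 nerves per sample from C57BL/6 mice and an RNeasy Mini kit, whereas the paper gives 12 nerves from 6 mice for the transcriptomic analysis, the C57/BL10 strain and an RNeasy Micro kit. The series description counts 6 mice for each group, which would give 12 nerves, fewer than 4 samples of 6 need. Neither source states that the samples of a group came from separate cultures or animals, so that p-values measure only the spread between these samples, which may be technical. The authors obtained MAS5 signals, which are linear intensities, and the mean of each array without its highest and lowest 2% of signals was 100. The paper also names a transformation to the mean of all samples, which the deposited values do not show. The median signal was 14.8, 15.5, 17.5 and 15.7 on control arrays 1 to 4 and 12.3, 15.2, 16.5 and 16.0 on lithium arrays 1 to 4. Values were floored at 1, which applied to 14.5% of them, and taken to log2. Lithium and control were compared with limma over 45037 probe sets, with Benjamini-Hochberg adjustment, and the number of arrays limits the precision. The floor, the scaling, the probe set taken for a gene and the limit on level could each change the numbers.

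As a sign of RNA quality, the log2 difference between the 3′ and 5′ probe sets of Gapdh was 0.37 ± 0.02 (SD, n = 4) in controls and 0.43 ± 0.07 (SD, n = 4) in lithium. The difference of 0.06 did not pass a two-sided exact permutation test (p = 0.171, or exact p = 0.125 over the 8 splits that part all number pairs, the smallest they allow), but did without lithium array 4 (0.09, exact p = 0.0286) and after quantile normalization (0.04, exact p = 0.0286). Lithium array 1 had the highest value of Gapdh, 0.53, and the lowest median signal, and without it the difference was 0.03 (exact p = 0.371). For Actb the difference between lithium and control was -0.02 (exact p = 0.657), and it was 0.01 without lithium array 4.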

To elucidate the mechanism of action by which lithium induces the profound changes in astrocytes, we performed a microarray analysis to compare the gene expression profiles of optic nerves treated with lithium compared to controls and interrogated these against the gene sets for astrocytes generated by Barres and colleagues^31,41^. Hierarchical clustering demonstrated that entities were most closely related within experimental groups (Fig. 1d). 

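Pearson's correlation over the 45037 probe sets averaged 0.976 among the control nerves, 0.972 among the lithium-treated nerves and 0.963 between them. The mean within groups exceeded the mean between groups by 0.0105 (one-sided exact permutation test over the 35 splits of the arrays into 4 and 4, p = 0.0286, the smallest p that these splits allow). Only 8 of these splits part all the number pairs, as the real one does, and among them the highest other difference was 0.00154 and the exact p was 0.125, the smallest that 8 splits allow. Average-linkage clustering on 1 minus the correlation divided the arrays first into the 4 control and the 4 lithium arrays. Complete linkage on Euclidean distance, over the 5000 probe sets with the highest standard deviations, gave the same first division. The correlations are across probe sets, which are not independent replicates.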

Over 4000 astrocyte genes were differentially expressed in lithium-treated and control optic nerves (Fig. 1f) and these data were analysed by volcano plot and filtered for FC ≥ 2.0 and absolute value *E* ≥ 200 to identify the most significant lithium-responsive astrocyte genes (Fig. 1e; *p* < 0.05, moderated *t*-test and Benjamini–Hoechberg FDR). 

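The largest rise among the genes that passed every limit was in Car3, a cytosolic carbonic anhydrase, from a signal of 104 ± 51.0 in controls to 1015 ± 332 in lithium (SD, n = 4 each; log2 fold change 3.36, standard error 0.39, adjusted p = 0.0171 from limma). Cdsn, an adhesion protein of cornified epithelia, rose from 72.4 ± 17.3 to 417 ± 113 (adjusted p = 0.0137). The other genes among the 10 that rose most were Oas1b, Ociad2, Dusp8, Ahnak, Cox6a2, Trib3, Klf4 and Zfp651, and Oas1b rose the most of these, with a log2 fold change of 1.82. The largest fall was in Saa1, an acute phase protein, from 305 ± 48.4 to 8.44 ± 5.80 (log2 fold change -5.49, adjusted p = 0.0141), followed by Inmt, an N-methyltransferase (-3.67, adjusted p = 0.00688). D17H6S56E-5, S100a8, Birc5, Prc1, Ncan, Ppbp, Col3a1 and Cdca8 fell as well, from a log2 fold change of -3.29 for D17H6S56E-5 to -2.33 for Cdca8, and of these Birc5, Prc1 and Cdca8 act in cell division. Of these 20 genes, Car3, Trib3, Inmt and Prc1 also passed with the replicate number as a block, and Cdsn, Saa1, Inmt, Prc1 and Cdca8 passed in each of the 8 fits that left out 1 array.

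In all, 1050 probe sets passed an adjusted p of 0.05, 425 higher and 625 lower in lithium. With a fold change of at least 2 and a mean signal of at least 200 in the higher group, 92 probe sets passed, 32 higher and 60 lower, and they named 68 genes. With the replicate number as a block, 124 probe sets passed the adjusted p and 17 all limits. Without control arrays 1 to 4 in turn, 35, 45, 24 and 26 passed all limits, and without lithium arrays 1 to 4, 47, 58, 61 and 73. Without control array 1, more of them were higher (20) than lower (15). The corresponding counts past the adjusted p were 241, 384, 169 and 216, and then 341, 478, 405 and 617.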

Unbiased IPA analysis was performed to identify the major lithium-responsive astrocyte genes (Supplementary Table 1). 

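Klf4, a zinc-finger transcription factor, rose in lithium from a signal of 104 ± 16.9 to 231 ± 39.9 (SD, n = 4 each; log2 fold change 1.16, adjusted p = 0.0268 from limma). Per1, a repressor of the circadian clock, rose from 119 ± 19.9 to 261 ± 28.5 (log2 fold change 1.15, adjusted p = 0.0199). Alcam, a cell adhesion molecule of the immunoglobulin superfamily, fell from 954 ± 38.7 to 502 ± 65.1 (log2 fold change -0.94, adjusted p = 0.0162), and all 5 of its probe sets had lower means in lithium, with 3 past the adjusted p. Of 22 circadian clock genes, Per1 and Per2 rose, none fell and 20 did not pass (6 higher and 4 lower when adjusted over the list alone). Per2 rose from 20.8 ± 3.90 to 83.7 ± 24.5 (log2 fold change 1.98, adjusted p = 0.0194). The circadian list did not pass camera's test, whose direction was higher while the median log2 fold change was -0.04 (adjusted p = 0.743).

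Under the replicate block the adjusted p was 0.0894 for Klf4, 0.0531 for Per1, 0.0702 for Alcam and 0.070 for Per2, so that no circadian gene was higher and 1 was lower, Arntl2 (adjusted p = 0.0496), and limma gave 9597 of all probe sets at an unadjusted p under 0.05. Alcam did not pass without control array 3 (adjusted p = 0.0525), nor Per1 without control array 4 (0.062) or lithium array 1 (0.0515). Per2 did not pass without any 1 of the control arrays (up to 0.057), and Klf4 passed only without lithium array 3 (0.0475) among the fits that left out an array. Cntf was not analysed here.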

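Lox, which encodes an enzyme that cross-links collagen and elastin, had a signal of 561 ± 145 in control nerves and 71.0 ± 53.1 in lithium-treated nerves (SD, n = 4 each). The lithium values, from 19.5 to 129, all lay below the control values, from 405 to 736. This is a log2 fold change of -3.34 (standard error 0.63), and its adjusted p of 0.0504 from limma did not pass 0.05. A further Lox probe set had a log2 fold change of -3.64 (adjusted p = 0.0543), and the third had a mean signal below 1 in both groups. For Lox the adjusted p was 0.0925 with the replicate number as a block and 0.0571 to 0.131 when 1 array was left out, but 0.0399 after quantile normalization and 0.00617 when only probe sets at a level of 200 were tested.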

A key novel finding is that the most altered astrocyte gene in lithium was *LOX* (lysyl oxidase), which plays a critical role in remodelling of the extracellular matrix (ECM) and cell growth^42^, but has not previously been reported to have an important role in astrocyte remodelling or to be a target of lithium. Notably, lithium downregulated *Gas1* (growth arrest-specific 1) and *Il13ra1* (Interleukin 13 receptor, alpha 1), which are principle genes in reactive astrogliosis^41^, whilst lithium upregulated *Fstl1* (Follistatin-like 1), which inhibits bone morphometric protein (BMP) signalling and reactive astrogliosis mediated through STAT3 signalling^20,43^. 

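Gas1, a membrane protein that arrests growth, fell in lithium from a signal of 284 ± 52.6 to 73.5 ± 28.4 (SD, n = 4 each; 3.99-fold lower, adjusted p = 0.0253 from limma). Fstl1, a secreted glycoprotein, fell from 700.4 ± 88.2 to 253 ± 34.4 (log2 fold change -1.47, adjusted p = 0.0137), and both of its probe sets passed with lower means. Il13ra1, a receptor subunit for interleukins, had a signal of 378 ± 75.7 in controls and 167 ± 77.0 in lithium (log2 fold change -1.31, adjusted p = 0.152), and none of its 5 probe sets passed, each with a lower mean. For Fstl1 the adjusted p was 0.0228 to 0.0448 when 1 array was left out and 0.054 with the replicate number as a block. Of the fits that left out an array, Gas1 passed only in that without lithium array 4 (adjusted p = 0.026), and its adjusted p with the block was 0.0971, while Il13ra1 passed when only probe sets at a level of 200 were tested (0.0488).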

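Gfap, the intermediate filament of astrocytes, had a signal of 1593 ± 97.1 in controls and 1487 ± 170 in lithium (SD, n = 4 each; adjusted p = 0.668 from limma). Of the 13 genes that reactive astrocytes express in general, which include Gfap, none passed limma's adjusted p, against 8087 of all probe sets at an unadjusted p under 0.05, and the list did not pass camera's test (median log2 fold change -0.13, adjusted p = 0.262). Of 9 genes of the A1 reactive state, Srgn, a proteoglycan of secretory granules, fell by 0.58 on the log2 scale (adjusted p = 0.0324), 8 did not pass, and neither did the list (median -0.21, adjusted p = 0.638; 1 lower when adjusted over the list alone). Of 12 genes of the A2 reactive state, Tm4sf1, a membrane protein of the tetraspanin-like family, fell by 0.72 on the log2 scale (adjusted p = 0.0376) and 11 did not pass (5 lower when adjusted over the list alone). The A2 list fell (median -0.40, camera adjusted p = 0.00207, and adjusted p = 0.183 with an estimated correlation), but not with the mean of each gene's probe sets (adjusted p = 0.110). Lower medians were found for markers of fibroblasts (-1.22), pericytes and smooth muscle (-0.75) and endothelial cells (-0.49), while that of astrocyte markers was -0.36. Among 22 inhibitors of cyclin-dependent kinases and growth arrest genes, Gas1 and Cdkn1c fell (2 lower when adjusted over the list alone), none rose, and the list did not pass (median -0.13, adjusted p = 0.273). The signal of Cdkn1c was 24.1 ± 6.10 in controls and 6.22 ± 1.81 in lithium.

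Under the replicate block the adjusted p was 0.105 for Srgn, 0.0925 for Tm4sf1 and 0.0709 for Cdkn1c. Each passed in only 1 of the fits that left out an array, Srgn (0.048) and Cdkn1c (0.0405) without lithium array 3 and Tm4sf1 (0.0304) without lithium array 2. After median centring Srgn (0.195) and Tm4sf1 (0.113) did not pass, nor did Tm4sf1 with the mean of its probe sets (0.0679).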

Overall, the most lithium-responsive astroglial genes are associated with inhibition of reactive astrogliosis, whereas the most upregulated lithium-responsive astroglial genes are associated with astrocyte morphogenesis, proliferation and cell-cell interactions (Supplementary Table 1), indicating these effects on astrocytes are central to the positive therapeutic outcomes of lithium treatment.

### Cell cycle and ECM remodelling are key lithium-responsive astroglial networks

Transcriptomic analysis identified 1084 lithium-responsive astroglial genes and network analysis was performed on this dataset to identify the key astroglial signalling pathways that are regulated by lithium, using the ConsensusPathDB database^29^. 

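Genes of mitosis and the spindle checkpoint fell together in lithium. Of 56 members measured, 29 fell, none rose and 27 did not pass (51 lower when adjusted over the list alone), and the median log2 fold change was -2.64. With 16 added to each value before taking log2, the median was -1.38 and 40 members fell. Prc1, which bundles the microtubules of the spindle midzone, fell from a signal of 348 ± 105 to 37.4 ± 6.08 (SD, n = 4 each; adjusted p = 0.0104 from limma), and Cep55, which acts in the separation of daughter cells, from 154 ± 24.3 to 31.4 ± 7.92 (adjusted p = 0.0133). Of 46 genes of DNA replication and S phase, 4 fell and 42 did not pass (15 lower when adjusted over the list alone), with a median of -0.87. Besides Tk1 and Uhrf1, Mcm7, a subunit of the replicative helicase, fell by 1.24 and Dut, a nucleotidase, fell by 1.37 on the log2 scale. Camera's adjusted p was 8.79e-33 for mitosis and 2.73e-09 for DNA replication, against adjusted p = 0.183 and adjusted p = 0.292 with an estimated correlation. With the replicate number as a block 12 mitosis genes were lower and no DNA replication gene passed limma's adjusted p, with 9597 of all probe sets at an unadjusted p under 0.05. Mcm7 had an adjusted p of 0.0607 with the block and Dut one of 0.055, and of the fits that left out an array Mcm7 passed only without control array 2 (0.0334). Without control arrays 1 to 4 in turn, 9, 19, 8 and 7 mitosis genes were lower, and without lithium arrays 1 to 4, 11, 11, 11 and 20. In the same order of fits, DNA replication genes lower were 1, 2, 1 and 1, and then 1, 2, 1 and 5.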

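Genes of the extracellular matrix also fell, in each of 5 lists. Of 26 collagens, 3 fell and none rose (10 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.91. Col3a1, a fibrillar collagen, fell from a signal of 1067 ± 234 to 215 ± 95.8 (SD, n = 4 each; adjusted p = 0.0321 from limma), Col12a1 fell by 1.72 on the log2 scale, and Col5a2 fell as well. Of 39 genes of elastic fibres and matrix glycoproteins, Thbs2 fell by 1.54 and 38 did not pass (16 lower when adjusted over the list alone, median -0.66). Of 30 genes of proteoglycans, their link proteins and hyaluronan synthases, 4 fell, which were the proteoglycans Ncan, Lum and Gpc6 and the hyaluronan synthase Has2, with a log2 fold change of -1.56 for Gpc6 (7 lower when adjusted over the list alone, median -0.57). Of 21 lysyl oxidases and collagen-modifying enzymes, Loxl1 fell (8 lower and 2 higher when adjusted over the list alone, median -0.46). Of 29 matrix proteases and their inhibitors, Mmp23 fell by 2.57 and Mmp16 fell by 2.04 (13 lower and 2 higher when adjusted over the list alone, median -0.54). Camera's adjusted p for these lists, in the order given, was 7.66e-07, 2.26e-07, 6.66e-05, 0.000938 and 0.000492. The same lists had adjusted p = 0.286, adjusted p = 0.286, adjusted p = 0.183, adjusted p = 0.227 and adjusted p = 0.270 with an estimated correlation. When only probe sets at a level of 200 were tested, the protease list did not pass (adjusted p = 0.115), and Thbs2 (0.118) and Gpc6 (0.0687) did not with the mean of their probe sets, nor Mmp16 after quantile normalization (0.0528). Under the replicate block the adjusted p was 0.0663 for Col3a1, 0.0764 for Col12a1, 0.0843 for Thbs2, 0.0681 for Gpc6, 0.0564 for Mmp23 and 0.113 for Mmp16. When an array was left out, Mmp23 never passed, Col3a1 (0.0445) and Thbs2 (0.0384) passed only without lithium array 4, Col12a1 only without control array 2 (0.0206) and Mmp16 only without lithium array 2 (0.0194), and Gpc6 did not pass without control arrays 1 (0.0511) or 4 (0.0525). With the block Col5a2 was the only lower collagen (0.0394) and no member of the proteoglycan list passed limma's adjusted p (9597 of all probe sets at an unadjusted p under 0.05). Without control arrays 1 to 4 in turn, 0, 2, 0 and 1 collagens and 0, 1, 1 and 0 members of the proteoglycan list were lower, and without lithium arrays 1 to 4, 1, 0, 0 and 1 collagens and 2, 2, 1 and 2 of that list, with 6686 to 8205 of all probe sets at an unadjusted p under 0.05 from limma. Markers of meningeal and perivascular fibroblasts moved with these lists and had a median of -1.22 over 31 genes. Of these markers 11 are themselves in a matrix list, so that part of this is built in. The 20 in no matrix list had a median of -1.10, with -1.27 within arrays 1 and 2 and -0.35 within arrays 3 and 4.

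**Figure D1:**
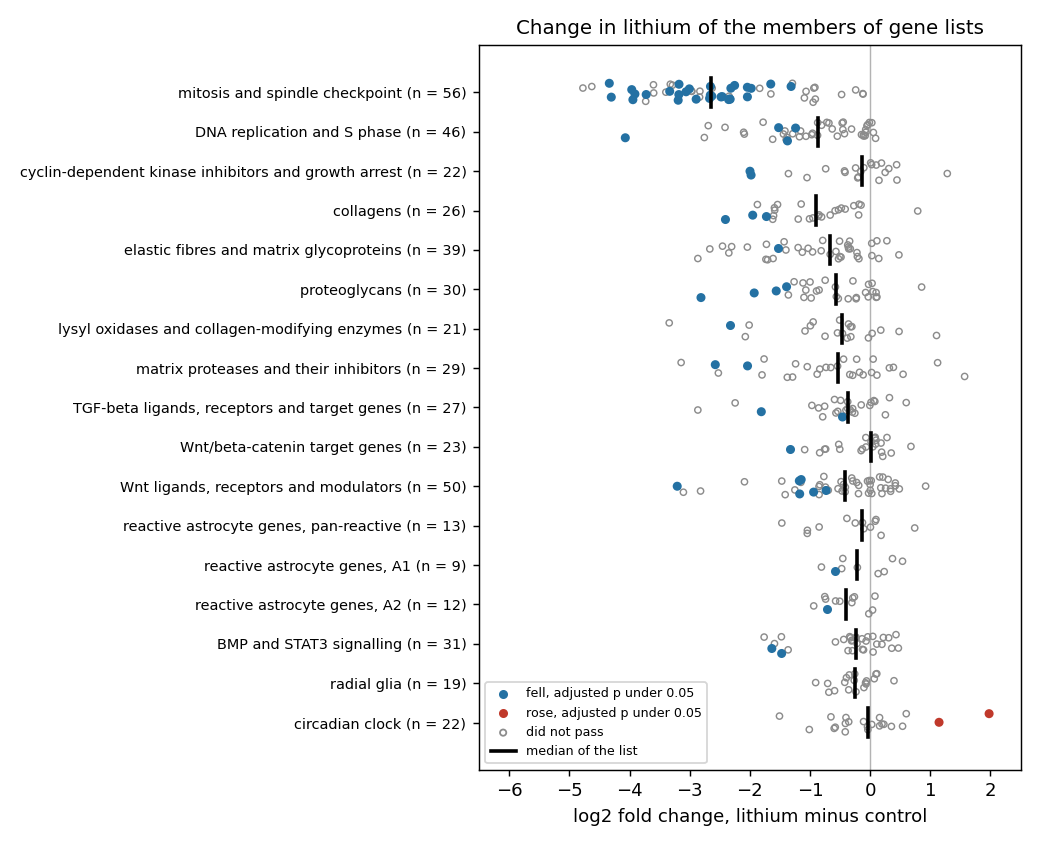
Log2 fold change, lithium minus control (n = 4 arrays each), of each member of 17 gene lists, with a point per gene and a black bar at the median of each list. Blue points fell and red points rose at an adjusted p under 0.05, open points did not pass, and the median lies at -2.64 for mitosis and at -0.91 for collagens.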

Consistent with data presented above, the top functional categories were associated with the cell cycle, morphogenesis/development and ECM reorganisation, reinforcing the importance of these pathways in the observed effects of lithium on astrocytes (Fig. 1g). String V.10.5 Network Visualisation and Gene Ontology (GO) analysis was used to determine the astroglial signalling-to-transcriptional interactions that were induced by lithium (Fig. 1h). The most prominent transcriptional node was associated with the control of cell cycle, with *Bub1b* central to these actions (Fig. 1hi). 

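Bub1b, a kinase of the spindle checkpoint, fell in lithium from a signal of 68.0 ± 41.2 to 7.54 ± 2.66 (SD, n = 4 each; standard error 0.52 on the log2 scale, adjusted p = 0.0401 from limma), and all 3 of its probe sets passed. Mad2l1, which holds back the anaphase-promoting complex, fell from 107 ± 22.1 to 27.3 ± 6.83 (log2 fold change -1.98, adjusted p = 0.0162). Bub1, a further checkpoint kinase, had a log2 fold change of -3.73 (adjusted p = 0.0541) and Cdk1, the kinase that drives entry into mitosis, one of -3.40 (adjusted p = 0.052). For Bub1b, Mad2l1, Bub1 and Cdk1 every lithium array lay below every control array. Mad1l1 had a signal of 31.6 ± 1.62 in controls and 29.4 ± 5.38 in lithium (adjusted p = 0.720). With the replicate number as a block the adjusted p was 0.055 for Bub1b and 0.0477 for Bub1. When 1 array was left out, Bub1b did not pass (0.0509 to 0.0949), Mad2l1 did not pass without control arrays 3 (0.0519) or 4 (0.0507), and Bub1 passed without lithium array 4 (0.0494). After quantile normalization Bub1 (0.0421) and Cdk1 (0.0384) passed.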

The second most prominent node was associated with ECM remodelling, with *LOX* at its core (Fig. 1hii), together with its up- and downstream targets, *Tgfb1* (transforming growth factor β1), *Mmp9* (Metalloprotease 9) and *Eln* (Elastin). 

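Tgfb1, a cytokine that raises the synthesis of matrix, fell in lithium from a signal of 120.4 ± 25.2 to 35.9 ± 13.9 (SD, n = 4 each; log2 fold change -1.81, standard error 0.31, adjusted p = 0.0392 from limma). Loxl1, a relative of Lox that acts on elastic fibres, fell from 116 ± 27.9 to 25.4 ± 14.4 (log2 fold change -2.33, adjusted p = 0.0438). Mmp9, a secreted gelatinase, had a signal of 222 ± 84.8 in controls and 53.6 ± 46.6 in lithium (log2 fold change -2.52, adjusted p = 0.154). Eln, which encodes elastin, had 57.6 ± 17.6 and 18.2 ± 6.79 (log2 fold change -1.72, adjusted p = 0.0794). In each of these 4 genes the lithium arrays lay below the control arrays. Of 27 genes of TGF-beta ligands, receptors and targets, Tgfb1 and Tgfbr3 fell, none rose and 25 did not pass (6 lower when adjusted over the list alone). The list had a median of -0.37 (camera adjusted p = 0.000938, and adjusted p = 0.183 with an estimated correlation), while the median of 31 markers of meningeal and perivascular fibroblasts was -1.22 (camera adjusted p = 2.13e-09, and adjusted p = 0.246 with an estimated correlation).

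With the replicate number as a block the adjusted p was 0.054 for Tgfb1, 0.0663 for Loxl1 and 0.0689 for Tgfbr3. Tgfb1 passed in none of the fits that left out an array (0.0551 to 0.106), Loxl1 only without lithium array 4 (0.0396), and Tgfbr3 only without control array 3 (0.0485), lithium array 2 (0.0395) or lithium array 4 (0.0472). Tgfb1 (0.0573) and Tgfbr3 (0.0642) did not pass with the mean of their probe sets, nor Tgfbr3 after median centring (0.359), whereas Mmp9 passed with a level of 200 before the test (0.0474) and Eln after median centring (0.0413). The log2 fold change of Tgfb1 was -0.69 with the mean of its probe sets. Its dimmer probe set, at a mean of 3.87 in controls, had a log2 fold change of 0.43.

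**Figure D2:**
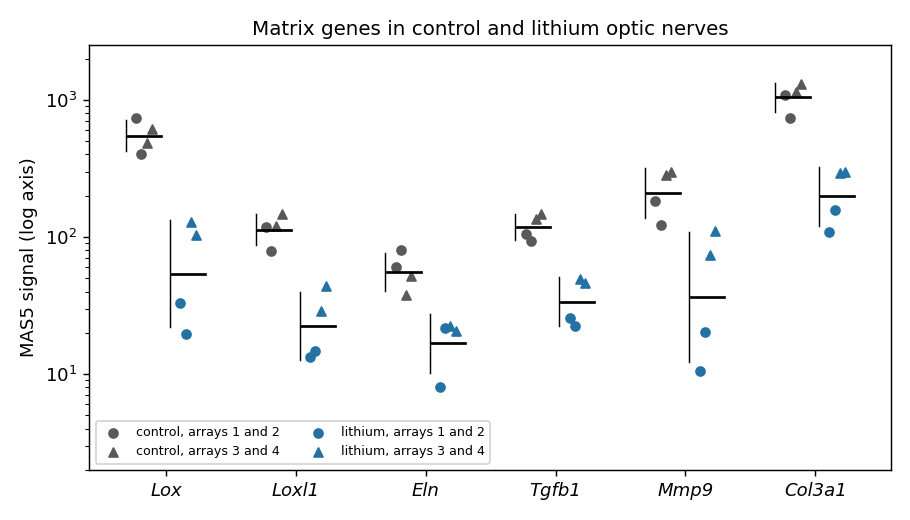
MAS5 signal, on a log axis, of Lox, Loxl1, Eln, Tgfb1, Mmp9 and Col3a1 in each of the 4 control and 4 lithium arrays, with the mean of the log2 values as a horizontal bar and ± 1 SD of the log2 values as a vertical line. Circles are arrays numbered 1 and 2 and triangles arrays numbered 3 and 4, and for Mmp9 the lithium arrays reach at most 110 while the control arrays lie at 122 or above.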

Interestingly, Wnt signalling was also identified as a lithium-responsive astroglial network and has recently been implicated in BD, schizophrenia and AD^44,45^. 

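Among 50 Wnt ligands, receptors and modulators, 6 fell in lithium, none rose and 44 did not pass (12 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.41. With 16 added to each value, the median was -0.18 and 9 fell. Fzd6, a Wnt receptor, fell from a signal of 114 ± 12.3 to 50.8 ± 8.44 (SD, n = 4 each; log2 fold change -1.17, adjusted p = 0.0177 from limma). Sfrp5, a secreted inhibitor of Wnt ligands, fell from a control signal of 21.1 ± 6.91 (adjusted p = 0.0140). On each lithium array its value lay under the highest signal (3.56 to 4.33) of 27 control probe sets for transcripts that mouse RNA lacks. Against those signals of the 4 lithium arrays, its level was at least 5.14-fold lower. The list passed camera's test (adjusted p = 0.000668, and adjusted p = 0.159 with an estimated correlation). Markers of other cells had lower medians, at -1.22 for fibroblasts, -0.75 for pericytes and smooth muscle and -0.49 for endothelial cells. Of 23 target genes of Wnt/beta-catenin, Lef1 fell by 1.32 on the log2 scale (1 lower when adjusted over the list alone), none rose and 22 did not pass. That list did not pass (adjusted p = 0.800), and its median of 0.02 differed in sign from its mean of -0.17 and from the test.

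Fitted with the replicate block, the adjusted p was 0.0663 for Fzd6, 0.0758 for Sfrp5 and 0.080 for Lef1, and none of the 50 ligands, receptors and modulators passed limma's adjusted p, with 9597 of all probe sets at an unadjusted p under 0.05. Of these 50 genes 2, 2, 1 and 2 were lower without control arrays 1 to 4 in turn, and 3, 4, 3 and 5 without lithium arrays 1 to 4. Fzd6 did not pass without control arrays 3 (0.0527) or 4 (0.055), Lef1 passed only without lithium array 2 (0.0341), and Sfrp5 passed in each fit that left out an array, while Fzd6 (0.0604) and Lef1 (0.0982) did not pass with the mean of their probe sets.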

The results support LOX and ECM remodelling as being central to the morphogenic and proliferative effects of lithium on astrocytes.

### LOX is a novel astroglial gene associated with neuropsychiatric disorders

To better understand the therapeutic actions of lithium, we interrogated our unique database of lithium-responsive astroglial genes against the DISGENET(5.0) database and the well-characterised datasets for BD (BDGene; Fig. 2), as well as schizophrenia and AD (Fig. 3). 

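Ncan, the neural proteoglycan neurocan, fell in lithium from a signal of 462 ± 26.8 to 79.8 ± 52.1 (SD, n = 4 each; log2 fold change -2.81, standard error 0.50, adjusted p = 0.0425 from limma). Fzd2, a Wnt receptor, had a signal of 128 ± 30.9 in controls and 45.0 ± 39.3 in lithium at its brightest probe set (log2 fold change -2.09, adjusted p = 0.247), while a dimmer probe set of Fzd2, at a mean of 12.5 in controls, had a log2 fold change of -2.27 (adjusted p = 0.0365). At the brightest probe set the log2 fold change was -1.35 without lithium array 2 and -2.65 without lithium array 4. Igf1, a growth factor, had a signal of 82.3 ± 29.4 in controls and 32.7 ± 16.1 in lithium (log2 fold change -1.38, adjusted p = 0.141). Of 46 labels read from Fig. 2b, 40 had a single colour and a probe set of their own. All 32 of these in green had a lower mean log2 value in lithium and all 8 in red a higher one, and 14 of the 40 passed the adjusted p. The paper chose these labels from the same samples, so that the tally is not independent evidence of direction. For Ncan the adjusted p was 0.098 with the replicate number as a block and 0.0525 to 0.110 when 1 array was left out.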

We identified 61 lithium-responsive astroglial genes in the BDGene dataset^34,35^ (Fig. 2a), many of which are have defined associations with BD (Fig. 2b), such as Wnt signalling (Fzd2), neurocan, MMP9 and IGF-I^44,46–48^. To determine the potential therapeutic effects of lithium on astrocytes in BD, the functional classification of this new dataset was interrogated further using the ConsensusPathDB database^29^. The main GO terms were those associated with receptor signalling and ECM organisation (Fig. 2c). Neighbourhood-based entity set (NEST) analysis of the lithium-responsive astroglial BD susceptibility genes identified Tgfb1 as most strongly associated, together with Elastin (Eln1), which is the direct ECM target of LOX^49,50^. Furthermore, STRING analysis^30^ of the BD susceptible genes revealed that LOX and elastin participate in a major network with Tgfb1 and Mmp9 to regulate the ECM (Fig. 2d). Since lithium is also a therapy in schizophrenia and AD, we interrogated the lithium-responsive astroglial gene database against DISGENET (5.0) and the SZDB database (Fig. 3)^34,51,52^. We identified 179 entities associated with schizophrenia and147 entities associated with AD, and GO analysis determined the key biological astroglial pathways as regulation of cell proliferation and differentiation (Fig. 3ai, bi). Notably, network analysis placed Lox, Mmp9 and Tgfb1 at the core of the astroglial networks associated with AD (Fig. 3aii) and schizophrenia (Fig. 3bii). These findings identify LOX and ECM remodelling as being key to the mechanism of action of lithium on astrocytes and as putative surrogate outcome markers in BD and other neuropsychiatric disorders^47,53^.

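Over the 5 matrix lists together, 11 of 145 genes fell in lithium and none rose, with a median log2 fold change of -0.65 and quartiles of -1.38 and -0.22. Of 31 markers of meningeal and perivascular fibroblasts, 6 fell and none rose (16 lower when adjusted over the list alone, camera adjusted p = 2.13e-09, and adjusted p = 0.246 with an estimated correlation). Foxc1, a transcription factor of meningeal fibroblasts, fell from a signal of 143 ± 16.5 to 46.3 ± 7.14 (SD, n = 4 each; adjusted p = 0.0108 from limma), with an adjusted p of 0.0564 with the replicate number as a block. Of the 31 fibroblast markers, 11 are also in a matrix list. The matrix median was -0.77 within arrays 1 and 2 and -0.60 within arrays 3 and 4. With the block, 3 matrix genes were lower and no fibroblast marker passed. Without control arrays 1 to 4 in turn, 0, 3, 1 and 1 matrix genes were lower, and without lithium arrays 1 to 4, 4, 3, 1 and 6. Fibroblast markers lower in these fits were 1, 2, 1 and 1, and then 3, 1, 2 and 3. At an unadjusted p under 0.05, limma gave 6686 of all probe sets without control array 1 and 9597 with the block. From findings that include Lox, Mmp9 and Tgfb1 at the core of astroglial networks of Alzheimer's disease and schizophrenia, the paper concludes that Lox and remodelling of the matrix are key to how lithium acts on astrocytes.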

**Fig. 2:**
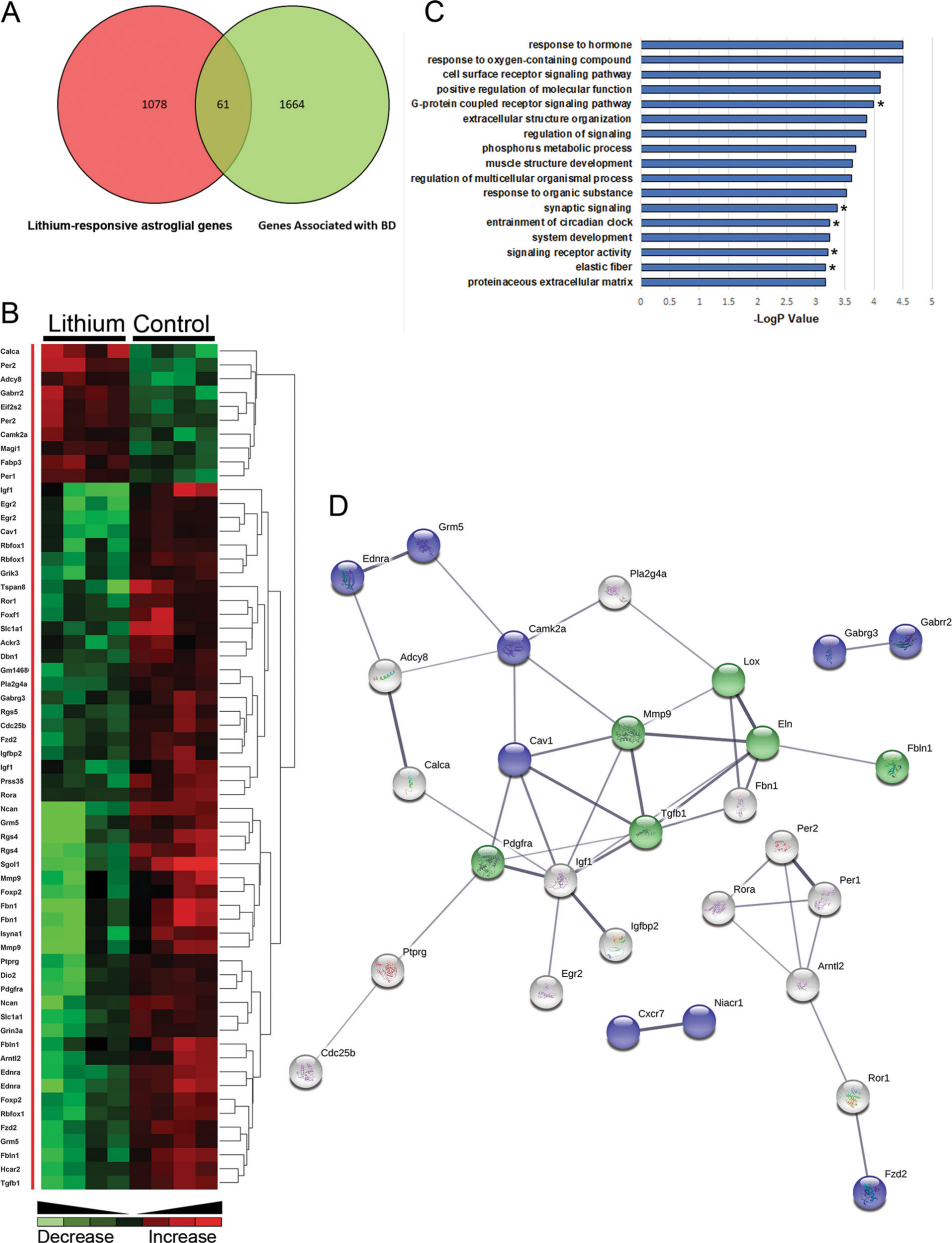
Lithium-responsive astroglial genes associated with bipolar disorder (BD). **a** Interrogation of lithium-responsive astroglial genes against BD databases DISGENET(5.0) and BDGene^34,35^ identified 61 potential outcome markers that are present in both groups. **b** Unsupervised hierarchical clustering illustrates the overriding effect of lithium to downregulate BD-associated astroglial genes. **c** GO analysis identifies receptor signalling and ECM organisation as major astroglial biological processes regulated by lithium and associated with BD; *Tgfb1* was found in all the GO terms apart from the five indicated with asterisks. **d** NEST analysis of lithium-responsive astroglial genes associated with BD predicted a major interaction between LOX and Elastin with TGFβ1 and MMP9 as the mechanism for astroglial ECM regulation and potential surrogate markers in BD (PPI enrichment *p* = 9.55e−15 *p* < 0.001; coloured nodes represent top biological pathways: green = ECM organisation (*p* < 0.001), blue = G-protein couple receptor signalling (GPCR) pathways (*p* < 0.001)

**Fig. 3:**
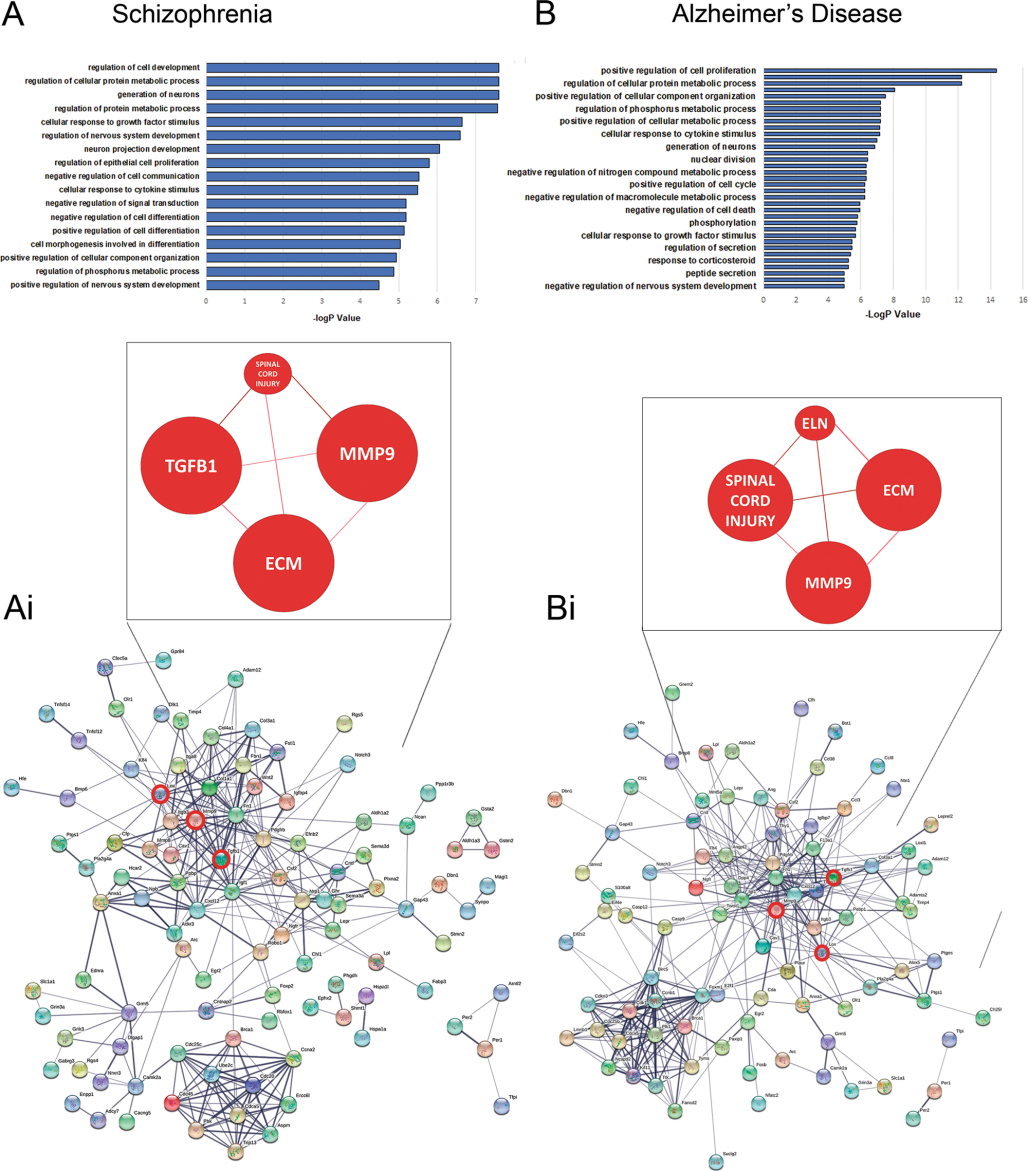
Identification of lithium-responsive genes associated with schizophrenia and Alzheimer’s disease. Lithium-responsive astroglial genes were interrogated to identify novel associations within the disease specific databases for schizophrenia and Alzheimer’s disease. GO analysis representing the biological pathways statistically altered in schizophrenia (**a**) and Alzheimer’s disease (**b**). Protein–protein prediction analysis and NEST analysis identifies MMP9, LOX and TGFB1 at the core of the networks for schizophrenia (ai) and Alzherimer’s disease (bi). (PPI enrichment *p* < 1.0e−16)

### SPIED/CMAP identifies novel drugs for regulating astroglial function

Pharmacogenetics is an area of substantial growth in seeking new treatments for neurodegenerative and neuropsychiatric diseases^1^. We used this approach to identify potential therapies that may target the lithium-responsive astroglial pathways identified above. As previously described^36^, SPIED/CMAP meta-analysis was performed on ‘connectivity maps’ to identify small bioactive molecules that could be employed to generate the same transcriptional signature as lithium-responsive ‘astrocyte-modifying’ drugs (Table 1a), and applied to BD (Table 1b), Schizophrenia (Table 1c) and AD (Table 1d). Notably, the top ‘astrocyte-’ and ‘BD-modifying’ drugs act via PPAR-γ, namely piogliatazone (top ‘astrocyte-modifying’ drug, Table 1a) and betulinic acid (top ‘BD-modifying’ drug, Table 1b), both of which are used in the treatment of type-II diabetes, and in the case of piogliatazone has shown promising results for its anti-depressant activity in clinical trials^54,55^. Moreover, the PPAR-γ ligand 15-delta_prostaglandin_J2 was present as an astrocyte-, BD- and schizophrenia-modifying agent (Table 1a–c), further emphasising the potential importance of PPAR-γ in reactive astrogliosis and as a therapeutic target in neurodegenerative diseases^56–58^. The remaining drugs were specific for each disorder, with the exception of the flavonoids acacetin, (+/−)-catechin and quercetin, which were identified as astrocyte-, BD- and AD-modifying agents (Table 1a–d); significantly, flavonoids have mood stabilising properties and are protective against cognitive loss^59,60^. In addition, antipsychotics and cholinergics were prominent in the top schizophrenia-and AD-modifying drugs, suggesting astrocytes may be targets of these drugs in these diseases.

**Table 1:** Top-ranked small molecules identified from SPIED/CMAP analysis of lithium-responsive astrocyte genes that are predicted to be associated with (A) astrocytes, (B) bipolar disorder (BD), (C) schizophrenia and (D) Alzheimer’s diseases (AD)

Compound	Correl	Significance	Actions
(A) ‘Astrocyte-modifying’ agents			
**Pioglitazone**	**0.47**	**4.83**	**PPAR-gamma**
MG-262	0.33	4.66	Proteasome inhibitor
Semustine	0.35	4.44	Antineoplastic
**15-delta Prostaglandin J2**	**0.3**	**4.31**	**PPAR-gamma**
Econazole	0.39	4.23	Antifungal
Lomustine	0.33	4.19	Antineoplastic
Gossypol	0.34	4.13	Antineoplastic
**Acacetin**	**0.41**	**4.04**	**Flavonoid**
Parthenolide	0.32	4.03	Anti-inflammatory
Puromycin	0.31	3.98	Anti-neoplastic
(B) ‘BD-modifying’ agents			
**Betulin**	**0.99**	**4.59**	**PPAR-gamma**
Esculetin	0.96	3.27	Antineoplastic
Rottlerin	0.82	2.82	Antineoplastic
**Gliquidone**	**0.87**	**2.68**	**PPAR-gamma**
**(+/−)-Catechin**	**0.96**	**2.67**	**Flavonoid**
Butoconazole	0.99	2.58	Antifungal
Tiaprofenic acid	0.85	2.52	Antiinflammatory
**15-delta Prostaglandin J2**	**0.79**	**2.41**	**PPARg**
Celecoxib	0.98	2.32	Anti-inflammatory
Isradipine	0.82	2.31	Calcium channel blocker
(C) ‘Schizophrenia-modifying’ agents			
2,6-dimethylpiperidine	0.96	4.35	Anti-convulsant
Doxycycline	0.86	4.08	Antibiotic
Chlorprothixene	0.86	3.47	Antipsychotic
Sulpiride	0.79	3.39	Antipsychotic
W-13	0.6	3.33	Anti-calmodulin agent
Hycanthone	0.59	3.31	Anti-schistosomal
Lansoprazole	0.87	3.28	Proton pump inhibitor
Ethacrynic Acid	0.58	3.1	Loop diuretic
**15-delta Prostaglandin J2**	**0.47**	**2.92**	**PPAR-gamma**
Pregnenolone	0.62	2.91	Neuro-steroid
(D) ‘AD-modifying’ agents			
Edrophonium Chloride	0.77	3.21	Cholinesterase inhibitor
Oxybutynin	0.62	3.19	Anti-cholinergic
Metampicillin	0.55	3.02	Penicillin antibiotic
**Quercetin**	**0.8**	**2.87**	**Flavonoid**
Gossypol	0.61	2.75	Dehydrogenase inhibitor
Cephaeline	0.42	2.71	Emetic
Megestrol	0.69	2.68	Appetite stimulant
Captopril	0.96	2.68	ACE Inhibitor
Sulfamonomethoxine	0.49	2.64	Anti-bacterial
Spiperone	0.55	2.6	Antipsychotic

Small molecules are ranked according to the largest numbers of ‘target’ or ‘perturbed’ genes. Agents in bold are common to multiple datasets, notably flavonoids and drugs acting on PPAR-γ

### Drugs identified by pharmacogenomics have profound effects on astrocytes

Our analyses identified LOX and PPAR-γ as primary astroglial targets of lithium that are relevant to BD and schizophrenia, whilst flavonoids have potential astrocyte-modifying effects that are relevant to BD and AD (Table 1). We therefore compared the actions of the LOX inhibitor β-aminopropionitrile (BAPN)^61,62^, the PPAR-γ ligand pioglitazone^63^ and the flavonoid 3’-*O-*Methylepicatechin^64^ on astrocytes in the optic nerve maintained *ex vivo* for 3 days (Fig. 4). Compared to controls (Fig. 4a), BAPN (Fig. 4b), pioglitazone (Fig. 4c) and 3’-*O-*Methylepicatechin (Fig. 4d) had striking morphogenic effects on astrocytes, inducing a highly polarised morphology and significantly increasing astrocyte cell numbers (Fig. 4e; ANOVA, followed by post hoc Bonferroni’s tests, *p* values indicated on graph). All three agents induced a dense palisade of astrocytes, equivalent to the actions of lithium (see Fig. 1), and unreservedly validate the astrocyte-modifying drugs with therapeutic potential identified by pharmacogenomics in Table 1.

**Fig. 4:**
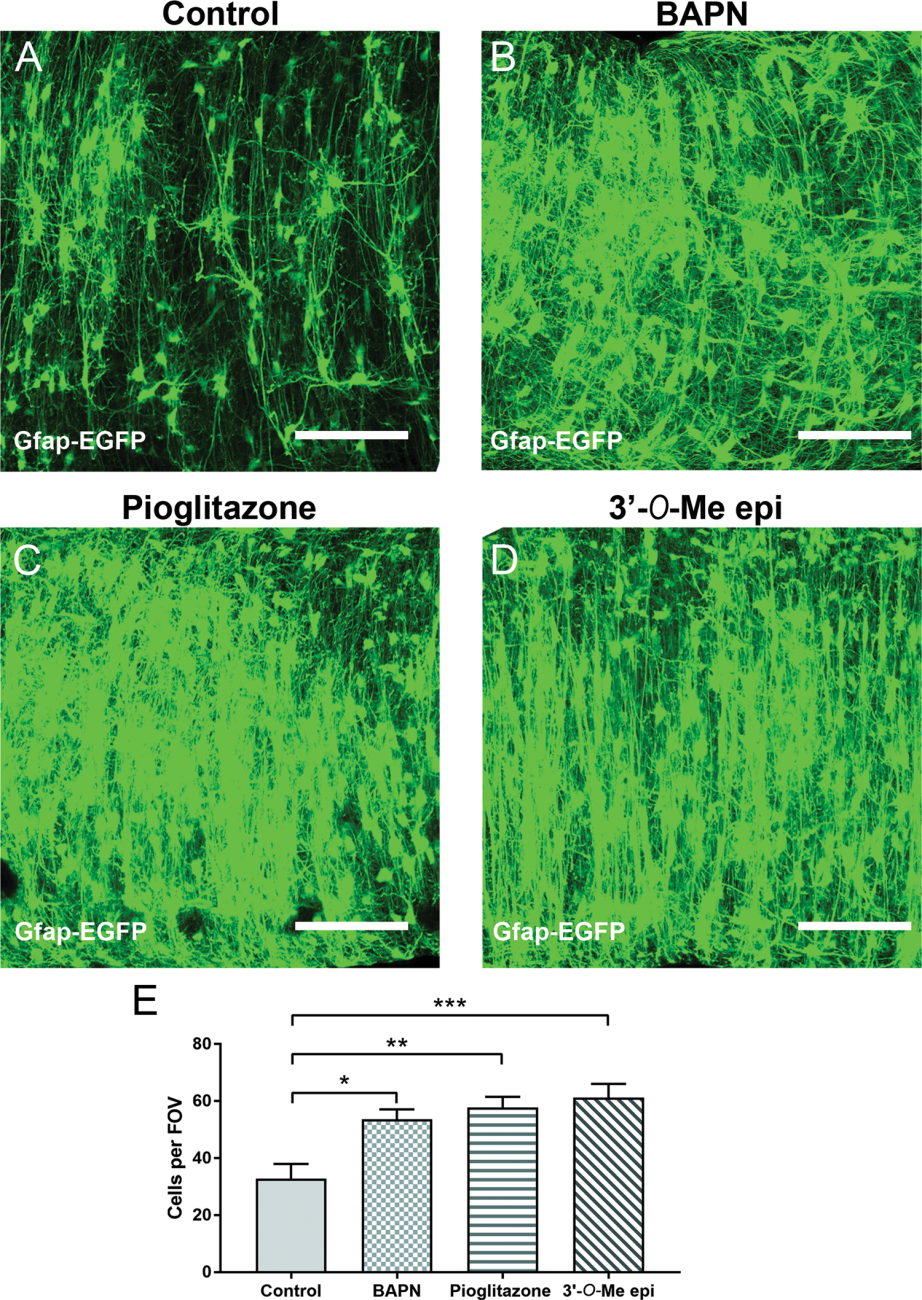
Drugs identified by SPIED/CMAP analysis mimic the effects of lithium on astrocytes. Inhibition of LOX was identified as the top most lithium-responsive gene (Supplementary Table 1) and SPIED/CMAP analysis of lithium-responsive astroglial genes associated with BD identified PPAR-γ agonists and flavonoids as small bioactive molecules with a high degree of correlation with Lithium. To validate these findings, the effects of the LOX inhibitor BAPN, the PPAR-γ agonist Pioglitazone and 3′-*O*-MethylEpicatechin were tested ex vivo in organotypic cultures of optic nerves from 5- to 6-week-old GFAP-EGFP transgenic mice to identify astrocytes. **a**–**d** Confocal images of whole mounts of optic nerves maintained in culture for 3 days in control medium (**a**), or medium containing BAPN (**b**), Pioglitazone (**c**) or 3′-*O*-MethylEpicatechin (**d**) illustrate all three agents induced a profound increase in astrocytes with highly polarised morphologies; scale bars = 100 μm in all panels. **e** Graph of cell counts taken from a constant field of view (FOV, 200 µm × 200 µm); data are mean ± SEM (*n* ≥ 6 nerves in each treatment group), **p < 0.01, ***p < 0.001, one-way ANOVA followed by Bonferroni post hoc test)

## Discussion

Disruption of WM connectivity is a key feature of neuropsychiatric diseases^22,23^, and lithium has been shown to be beneficial for preserving WM in BD^23^. The underlying causes of WM disruption in BD are unresolved, but astrocytes are essential for WM structural and functional integrity^24^, and changes in astrocytes are implicated in BD, as well as other neuropsychiatric disorders and AD^5–8,11^. Here, using a combined neurobiological and pharmacogenomic approach, we demonstrate that lithium has striking effects on WM astrocytes and discover LOX and PPAR-γ as novel targets of lithium that profoundly regulate astrocyte proliferation and morphology (Supplementary Fig. 1). This study places astrocytes at the centre of the beneficial therapeutic effects of lithium and identifies promising surrogate biomarkers and potential disease-modifying drugs that target astrocytes in BD and other neuropathologies.

### Lithium induces a novel astrocyte phenotype

Lithium has a striking effect on astrocytes, inducing a unique morphological and genomic phenotype that is distinct from normal stellate astrocytes. 

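Among astrocyte markers, Slc14a1, a urea transporter, fell in lithium from a signal of 225 ± 16.9 to 77.3 ± 7.90 (SD, n = 4 each; adjusted p = 0.00688 from limma), and the other 29 did not pass (5 lower when adjusted over the list alone). The astrocyte list had a median log2 fold change of -0.36 (camera adjusted p = 0.0106, and adjusted p = 0.286 with an estimated correlation). Its median was -0.63 within arrays 1 and 2 and -0.09 within arrays 3 and 4, so that its size depended on the arrays. Microglial and macrophage markers fell, with Trem2, Tyrobp and Cybb among 29 lower (5 lower when adjusted over the list alone) and a median of -0.30 (adjusted p = 0.000382, and adjusted p = 0.286 with an estimated correlation). Endothelial markers fell, with Abcg2 and Kdr among 27 lower (6 lower when adjusted over the list alone) and a median of -0.49 (adjusted p = 0.000382, and adjusted p = 0.472 with an estimated correlation), although not by fry (adjusted p = 0.0918). Pericyte and smooth muscle markers fell, with Pdgfrb alone among 22 lower (8 lower when adjusted over the list alone) and a median of -0.75 (adjusted p = 0.00032, and adjusted p = 0.227 with an estimated correlation), although not when only probe sets at a level of 200 were tested (adjusted p = 0.0664). Pdgfrb, a receptor of pericytes and fibroblasts, fell from 196.5 ± 68.6 to 45.5 ± 20.5 (adjusted p = 0.0401). Markers of neutrophils and blood cells fell, with S100a8, Camp and Ltf among 17 lower (4 lower when adjusted over the list alone) and a median of -0.53 (adjusted p = 0.00175, and adjusted p = 0.183 with an estimated correlation). That median was -0.07 with 16 added to each value. Over the 4 of these markers with a signal of at least 50 in the higher group it was -3.20.

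Of 24 genes of neurons and retinal ganglion cells, Tubb3 and Nefm rose and Stmn2 and Gap43 fell (4 higher and 4 lower when adjusted over the list alone), and the list did not pass (median -0.28, adjusted p = 0.638). Markers of mature oligodendrocytes did not pass as a list (27 genes, median 0.08, adjusted p = 0.631, 1 higher and 1 lower when adjusted over the list alone), nor did those of oligodendrocyte precursors (24 genes, median -0.27, adjusted p = 0.0987, 2 higher and 6 lower when adjusted over the list alone). The precursor list did pass after median centring (0.0309) and without control array 1 (0.0319), lithium array 3 (0.0339) or lithium array 4 (0.0464). Egr2 fell among 11 Schwann cell markers (1 higher and 2 lower when adjusted over the list alone), a list that did not pass (median 0.02, mean -0.03, adjusted p = 0.943). Neither the 28 markers of the retina, which was left attached in culture (median 0.07, adjusted p = 0.502), nor the 16 housekeeping genes (adjusted p = 0.943) passed or had a member that passed. Slc14a1, Camp and Nefm also passed with the replicate number as a block, at an adjusted p of 0.0386, 0.0394 and 0.0477. Without 1 array, Pdgfrb passed only when lithium array 4 was left out (0.0412), and so did Nefm (0.0344), while Camp did not pass without control arrays 1 (0.0634), 3 (0.0591) or 4 (0.0635) or lithium array 1 (0.0503). After median centring Cybb (0.0855), Trem2 (0.056), Abcg2 (0.102) and Gap43 (0.0543) did not pass, and with the mean of their probe sets Cybb (0.0915) and Trem2 (0.334) did not. With the block Trem2, Cybb, Abcg2, Kdr, Pdgfrb, S100a8, Tubb3, Stmn2, Gap43 and Egr2 did not pass, from 0.054 for S100a8 to 0.0989 for Kdr. Trem2 (0.0449), Cybb (0.0317), Tubb3 (0.0453) and Egr2 (0.0194) passed only without lithium array 2, Kdr only without control array 1 (0.0447) and Gap43 only without control array 2 (0.0386) or lithium array 2 (0.0372), while Abcg2 did not pass without control arrays 1 (0.0604), 3 (0.0597) or 4 (0.0605), nor S100a8 without control array 3 (0.0525). Of the microglial markers 2 were lower without lithium array 2, 1 without lithium array 3 and none without any other array or with the block (6686 to 9597 of all probe sets at an unadjusted p under 0.05 from limma). Of the neutrophil and blood markers 1, 3, 0 and 1 were lower without control arrays 1 to 4 in turn, and 1, 3, 3 and 3 without lithium arrays 1 to 4 (7399 unadjusted from limma without control array 3).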

The optic nerve is a model CNS tissue for studying glial cells *in situ*, because it can be isolated intact and does not contain neuronal somata, hence the transcriptome is made up almost entirely of glial cells^65^. Furthermore, white matter disruption is a key feature of neuropsychiatric diseases^22,23^, and lithium has been shown to be beneficial for preserving white matter integrity^23^. Astrocytes in lithium form a dense palisade, comparable to radial astrocytes in the developing CNS that are essential for supporting neuronal growth, axon targeting, dendrite arborisation and synaptogenesis^66^. 

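Of 19 genes expressed by radial glia, 15 had lower means in lithium, with a median log2 fold change of -0.26. None passed limma's adjusted p (2 lower when adjusted over the list alone), with 8087 of all probe sets at an unadjusted p under 0.05. The list passed camera's test (adjusted p = 0.0226, and adjusted p = 0.183 with an estimated correlation), but not after median centring (adjusted p = 0.0889) or with the mean of each gene's probe sets (adjusted p = 0.109).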

Consistent with this, lithium upregulated Pacrg (Parkin Co-Regulated Gene), which is normally only abundant in radial glia^67^. Astrocytes in lithium are reminiscent of interlaminar astrocytes in the human and primate cortex that are increased in neuropsychiatric disorders^68^. Our results are consistent with evidence that astrocytes are modified by lithium treatment in neuropsychiatric disorders^13,14,16,25,69,70^. Moreover, genomic analyses demonstrate that lithium downregulates genes associated with reactive astrogliosis, identifying Fstl1 (Follistatin-like 1) as one of the top lithium-responsive astroglial genes, which acts via GSK3β-mediated BMP-STAT3 signalling to regulate reactive astrogliosis^43,71^. 

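Of 31 genes of BMP and STAT3 signalling, Fstl1 and Bmp5 fell in lithium, none rose and 29 did not pass (7 lower when adjusted over the list alone), with a median log2 fold change of -0.24. Bmp5, a ligand of the bone morphogenetic protein family, fell from a signal of 29.8 ± 8.06 to 9.57 ± 2.56 (SD, n = 4 each; log2 fold change -1.63, adjusted p = 0.0374 from limma). The list passed camera's test (adjusted p = 0.00296, and adjusted p = 0.187 with an estimated correlation), but not among arrays 3 and 4 alone (adjusted p = 0.0637), and the median of fibroblast markers was lower, at -1.22. For Bmp5 the adjusted p was 0.121 with the replicate number as a block and 0.0567 to 0.0975 when 1 array was left out, and 0.0972 with the mean of its probe sets.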

Reactive astrogliosis is used as an umbrella term for the morphological, physiological and transcriptional changes that astrocytes undergo in response to pathology^4,10^, stereotypically defined pathologically by the upregulation of GFAP, cellular hypertrophy, proliferation and glial scar formation. However, astroglial pathological changes are not uniform and are highly context-specific, ranging from subtle responses that are beneficial for neuroprotection and repair, to an extreme where reactive astrocytes are deleterious and form the glial scar^4,10^. Our results demonstrate that lithium induces an astrocyte morphological and genomic phenotype that is neuron-supportive and differs from astrocytes associated with glial scars, providing a potential mechanism by which lithium positively affects therapeutic outcomes in BD and other neuropathologies^11,19,72^.

### LOX is a novel astroglial therapeutic target

Genomic analyses identified the enzyme LOX as the most highly regulated lithium-responsive astroglial gene and this was validated using the irreversible LOX inhibitor BAPN, which mimicked the effects of lithium and demonstrates for the first time that LOX is a major regulator of astrocyte morphology and proliferation. In the CNS, LOX is expressed by both astrocytes and neurones and increased LOX activity is associated with decreased neurite outgrowth and plasticity^73^. Increased LOX is associated with pathological progression of ALS, where it is a potential biomarker^74^, and in AD LOX is implicated in plaque formation and colocalises with astrocytes associated with Aβ plaques^75^. In addition, there is evidence that LOX is upregulated in reactive astrocytes and that inhibition of LOX with BAPN improves recovery from spinal cord injury^76^. Furthermore, drugs that target LOX are already considered for cancer^77^. Ours is the first study that identifies LOX as an astroglial target of lithium and as a common factor and potential surrogate biomarker in BD, schizophrenia and AD.

LOX is a copper-dependent amine oxidase that is crucially involved in ECM synthesis and processing by catalysing the covalent cross-linking of collagens and elastin fibres that are responsible for ECM stability^42,78^. Our analyses placed LOX at the centre of ECM remodelling networks that are associated with BD, schizophrenia and AD, involving Elastin, which is the direct target of LOX, together with TGF-β1 and MMP9. The ECM has a critical role in brain plasticity and is known to be altered in BD and other neuropsychiatric disorders^53,79,80^. Moreover, TGF-β1 and MMP9 have been identified as potential biomarkers of BD disease progression and lithium responsiveness^47,81,82^. The interactions of TGF-β1 and MMP9 with LOX are complex and context specific, but TGF-β1 and MMP9 generally act to stimulate LOX activity and ECM stabilisation via elastin-collagen cross-linking^42,78^. Notably, TGF-β1 has arisen as a potential biomarker and therapy in BD, depression and AD^82,83^. Thus, TGF-β1 and LOX are critically linked to astroglial neuropathological responses and agents that act to inhibit LOX have considerable disease modifying potential.

### PPAR-γ is a major astroglial lithium-responsive pathway associated with BD

Drugs that act on PPAR-γ were identified by SPIED/CMAP analysis as potential astrocyte-modifying agents in BD and schizophrenia. We verified this using piogliatazone, which had a profound effect on astrocytes, equivalent to that observed for lithium and the LOX inhibitor BAPN. The activation of selective PPAR isotypes are implicated in reactive astrogliosis and represent new potential therapeutic targets in traumatic brain injuries and neurodegenerative diseases^58^. Moreover, pioglitazone is used in the treatment of type-II diabetes and has shown promising results for its anti-depressant activity in clinical trials^54,55,84,85^. PPAR-γ is one of a subfamily of nuclear receptors that form heterodimers with retinoid X receptors (RXRs) to modulate the transcription of its target genes, such as acyl-CoA oxidase. Lithium increases PPAR-γ^86^ and PPAR-γ has been shown to inhibit LOX^87^; these effects may involve GSK3β-Wnt signalling, which is implicated in neuropsychiatric disorders and was identified to interact with ECM remodelling in our network analysis. In addition, PPAR-γ agonists decrease TGF-β1 signalling leading to decreased fibrosis^88^, providing a further link with LOX and the actions of lithium (Supplementary Fig. 1). Interestingly, SPIED/CMAP analysis also identified flavonoids as astrocyte-modifying agents with therapeutic potential in BD and AD. We demonstrate for the first time that the flavonoid epicatechin directly regulates astrogliosis and morphogenesis. Epicatechin is flavonol rich in cocoa, grapes and green tea with pleiotropic roles in neuronal protection. This flavonol is of particular interested for its ability to cross the blood–brain barrier when metabolised to 3′*-O-*MethylEpicatechin and its protective effect has been investigated in many neuropathologies, including anxiety, mood disorder, as well as cognitive decline^59,60^. Recent studies have shown that epicatechin can transactivate PPAR-γ in vitro^64,89^ and this could explain the high correlation with Pioglitazone in our analysis. Our results clearly demonstrate that drugs targeting LOX and PPAR-γ mimic the effects of lithium on astrocytes and, therefore, targeting these pathways in astrocytes has considerable therapeutic potential in neuropsychiatric disorders.

## Summary and conclusions

In summary, our combined neurobiological and genomic analyses demonstrate astrocytes are direct targets of lithium treatment and idendtified novel lithium-responsive genes that are promising surrogate biomarkers in BD, schizophrenia and AD. Using a pharmacogenomic approach, we developed a comprehensive catalogue of small molecules that can be used to manipulate astrocytes with potential therapeutic benefits. The power of this approach is highlighted by our demonstration that drugs acting on LOX and PPAR-γ have profound effects on astrocytes and that the same effects were observed for the flavonoid epicatechin. In this regard, two of the BD-modifying drugs we identified are antifungal, which is noteworthy because there is a strong drive for repurposing drugs that have known combined antifungal and antipsychotic activity^90^. Furthermore, our SPIED/CMAP analysis predicts that further disease-modifying effects could be achieved by combinatorial approaches that target PPAR-γ and neurotransmitter signalling, such as the α-1 adrenergic receptor antagonist phenoxybenzamine^91^, and the calcium channel antagonist nifedipine, which has been used in a small cohort study with BD patients^92^. Nifedipine has also been shown to activate the PPAR-γ pathway and suppress atherosclerosis in an animal model^93^. In conclusion, our study establishes unequivocally that astrocytes are a target of lithium treatment and provides a robust framework for a mechanistic approach to identify new therapeutics for diverse neuropsychiatric and neurodegenerative diseases.

## Supplementary information

Supplementary Figure and Table Legends

Supplementary Table 1

Supplementary Figure 1

# Supplementary material for: Astrocytes are direct cellular targets of lithium treatment: novel roles for lysyl oxidase and peroxisome-proliferator activated receptor-γ as astroglial targets of lithium
**Source:** Transl Psychiatry. 2019 Sep 2;9:211. doi: 10.1038/s41398-019-0542-2
**Supplement:** Supplementary file 1 — Supplementary Figure and Table Legends

**Supplementary Material**

**Supplementary Table 1.** Top-ranked astroglial genes altered by lithium.

**Supplementary Figure 1. Mechanisms of action of lithium on astrocytes.** Astrocytes treated with lithium had a highly polarised morphology with cells extending long smooth process to traverse the optic nerve. Genomic analysis identified the LOX as a novel target of lithium in astrocytes, interacting with TGFβ, MMP9 and Elastin to mediate extensive remodelling of the ECM and cellular growth. LOX activity increases collagen cross-linking to promote ECM stiffness and inhibit cellular growth and plasticity. Inhibition of LOX by lithium or BAPN decreases collagen cross-linking to promote ECM remodelling and stimulate astrocyte growth and plasticity. The actions of lithium and BAPN were mimicked by the PPARγ agonist Pioglitazone indicating PPARγ is a target of lithium and acts by inhibiting LOX activity in astrocytes to promote growth and plasticity. These molecular targets of lithium in astrocytes are potential surrogate markers in BD and targeting these pathways in astrocytes has considerable therapeutic potential for regulating astroglial neuropathological responses.

# Supplementary material for: Astrocytes are direct cellular targets of lithium treatment: novel roles for lysyl oxidase and peroxisome-proliferator activated receptor-γ as astroglial targets of lithium
**Source:** Transl Psychiatry. 2019 Sep 2;9:211. doi: 10.1038/s41398-019-0542-2
**Supplement:** Supplementary file 2 — Supplementary Table 1

**Table 1** Top lithium-responsive astroglial genes identified by IPA

| **Symbol** | **Entrez Gene Name** | **p-value** | **Fold Change** |
| --- | --- | --- | --- |
| Lox | Lysyl oxidase | 0.001294 | -9.96 |
| Gas1 | Growth arrest-specific 1 | 5.34E-04 | -3.93 |
| Fstl1 | Follistatin-Like 1 | 7.47E-05 | -2.73 |
| Pacrg | PARK2 Co-Regulated | 3.38E-04 | 2.57 |
| Il13ra1 | Interleukin 13 Receptor Alpha 1 | 0.032208 | -2.43 |
| Alcam | Activated Leukocyte Cell Adhesion Molecule | 2.98E-05 | 2.42 |
| Cntf | Ciliary Neurotrophic Factor | 0.001198 | 2.31 |
| Klf4 | Kruppel-Like Factor 4 | 3.79E-04 | 2.27 |
| Per1 | Period Circadian Clock 1 | 0.001993 | 2.25 |

How the deposited data were processed for this re-analysis (not part of the article)

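RNA from cultured mouse optic nerves was measured on 8 Affymetrix Mouse Genome arrays, 4 of control nerves and 4 of nerves kept with lithium chloride. The authors made the deposited values with the MAS5 algorithm as intensities on a linear scale, 1 value per probe set and array, scaled to the same trimmed mean. They did this in Agilent GeneSpring GX 12, after GeneChip Operating Software whose version is not given in the sources used here. The intensities are neither log transformed nor centred on a baseline, and detection calls were not used here. The series matrix held 45101 probe sets, of which 64 Affymetrix control probe sets were left out of the tests. Of all probe sets, 34958 were paired with 1 gene symbol, 932 with several and 9211 with none, and no gene was named from a probe set with several. The Entrez identifiers of 34754 probe sets were found in a table of RefSeq genes, and none of their symbols differed from it.

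Intensities were floored at 1 and taken to log2, and lithium minus control was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a block. P-values were adjusted by Benjamini-Hochberg over all tested probe sets. A probe set was called at an adjusted p under 0.05, a fold change of at least 2 and a mean of at least 200 in the higher group, and 8401 probe sets reached that level. The paper names a fold change of 2 and a level of 200 without the scale or the group of the level, which was read here as the mean linear signal. For single genes and gene lists the adjusted p alone was used, with 1 probe set per gene, the one with the highest mean, which gave 18193 genes. Means and SDs are of linear signals, and fold changes are differences of mean log2 values. For some genes, each value in 1 group lay under the highest signal, on the same array, of the 27 control probe sets for poly-A transcripts. Such a gene is given as a lower bound against these signals of the group's own arrays.

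The text names the genes that the paper names for the array data, apart from 1 that is not reported here, the 10 genes that rose and the 10 that fell most among called probe sets whose groups did not overlap, and up to 2 rising and 2 falling members of each list with the lowest adjusted p. The values of the paper's genes in its Supplementary Table 1 were seen before this rule was written. The 39 gene lists, the rule and the alternatives were set before the data were examined, except where stated. Where a count of 5 or fewer is spelled out beyond that rule, the genes (Tk1, Uhrf1, Col5a2, Lum, Has2, Arntl2, Parp14, Atf3, Chac1, Sesn2, Tyrobp, Ltf, Ccl3 and Ccl12) were chosen after their values were seen. Lists were tested with camera of limma at a preset correlation of 0.01, adjusted over the 39 lists, and again with an estimated correlation and with fry. Camera's test gave 22 lists past an adjusted p of 0.05, 19 lower and 3 higher, fry gave 20, and none passed with an estimated correlation (lowest adjusted p = 0.159).

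Arrays of both groups carry the replicate numbers 1 to 4. Neither the paper nor the labels say that a number marks shared animals, but the deviations of same-numbered arrays from their group means correlated in all 4 pairs (0.130 to 0.197, mean 0.160, against a limit of 0.1), so that the numbers were taken to pair the samples, from the data alone. Arrays of different numbers within 1 and 2 or within 3 and 4 also correlated (0.071 to 0.131, mean 0.112), and arrays across these pairs did not (mean -0.136). The first 2 ranges overlap, so that the correlations do not tell number pairs from the pairs of arrays 1 and 2 and arrays 3 and 4. The replicate block and the splits that part all number pairs rest on taking the numbers as pairs.

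Alternatives were quantile normalization, median centring, a level of 200 required before the test, no level limit, log2 of the value plus 16, the mean of a gene's probe sets, probe sets without the suffix _x_at, a trended and robust variance, array weights, the replicate number as a block and each array left out in turn. After the data were seen, a term for arrays 1 and 2 against 3 and 4 and the fits within each pair were added. On simulated data with the same 45037 probe sets, 50 of 50 probe sets shifted by 3 on the log2 scale were recovered in each direction. Of those shifted by 1.5, 42 of 50 were recovered in each direction. Of 211 calls 19 were wrong, and of 38 unshifted lists 0 were called by camera of limma. That 0 is not read as evidence for the list calls in the real data. There the estimated correlation was 0.60 for mitosis and 0.39 for collagens, against the preset 0.01. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The depth of an array is its signal over background, and the number of arrays limits the precision. Cntf was not analysed here, and the paper's confocal and drug experiments were not analysed here.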

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

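The tests of the array pairs on the mitosis genes, of scaling on the mitosis genes, of lost cell types, of fibroblasts and of neural proteoglycans, the count of probe sets that differ between array pairs and the test of RNA degradation within each group were chosen only after the results were seen. The test on Ncan, Bcan, Cspg5 and Tnr (median -1.38) cannot tell anything about fibroblasts, because these 4 genes were chosen by their values.

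Single arrays stood apart from the other 3 of their group in 11 of 250 groups of 4, where chance alone gives about 12.5. The log2 value of the outlying array was 7.68 for Gas1 in control 4, 3.01 for Eln in lithium 1, 8.30 for Ociad2 in lithium 1, 1.82 for Cdkn1c in lithium 3, 6.77 for Thbs2 in lithium 4, 7.74 for Gpc6 in control 3, 5.45 for Mmp23 in control 2, 8.04 for Tgfbr3 in control 3, 9.80 for Insig1 in lithium 1 and 8.68 for Cxcl14 in control 1, and 6.91 for the mean of the circadian list in control 3.

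Of lists outside the genes that the paper discusses, 10 passed camera's test. Their median log2 fold changes were 0.25 for motile cilia, 0.59 for the interferon response and 0.11 for the unfolded protein and amino acid stress response. With an estimated correlation none passed camera (39 lists, lowest adjusted p = 0.159), with adjusted p = 0.183, 0.227 and 0.183 for these. The medians were -0.31 for cholesterol synthesis, -0.36 for astrocyte markers, -0.30 for microglia and macrophages, -0.49 for endothelial cells, -0.75 for pericytes and smooth muscle, -1.22 for meningeal and perivascular fibroblasts and -0.53 for neutrophils and blood cells. In the same order the adjusted p with an estimated correlation was 0.614, 0.286, 0.286, 0.472, 0.227, 0.246 and 0.183, and fry did not pass for cholesterol synthesis (adjusted p = 0.136) or endothelial cells (0.0918).

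Mitosis genes were lower in lithium, with a median of -2.64. Only 1 of 35 splits of the arrays gave a median as large, the real one, and the highest other gave 2.02, but of the 8 splits that part all number pairs 1 is the real one and the highest other gave 1.49, too few splits to exclude chance at 0.05. The median was -2.58 after quantile normalization, so that scaling does not account for it. It was -2.48 or lower within each array pair, so that the shift was present in both. A difference between the array pairs could not have produced it, since each pair holds as many control as lithium arrays. With 16 added to each value the median was -1.38, so that its size depends on that setting. Against the loss of a whole cell type other than neutrophils and blood cells, among markers with a signal of at least 50 in the higher group the lowest median was -1.60, for fibroblasts (quartiles -1.98 and -0.84), but a loss of neutrophils and blood cells cannot be told apart, because only 4 of their 17 markers reach that signal, with a median of -3.20, and of 267 cell-type markers 6 (C1ql1, Aldh1a2, Lox, S100a8, Ltf and Mmp8) were lower by as much as the mitosis median. The mitosis median was taken over all 56 members, of which 37 reach a signal of 50. With 16 added, the fibroblast median over all members was -0.95 against -1.38 for mitosis, a smaller difference. A loss of the dividing cells of a type and an action of lithium on them stay open and were not tested.

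Matrix genes were lower in lithium, with a median of -0.65, and 1 of 35 splits gave a median as large, the real one, while the highest other came close at 0.61 and the highest other of the 8 that part all number pairs gave 0.42, so that chance is not excluded by these few splits. A smaller share of meningeal and perivascular fibroblasts is a candidate, since 20 of their markers that are in no matrix list had a median of -1.10, and the nerves kept the pia mater although they were cleaned of the arachnoid. Of the most abundant markers, Dcn had a signal of 1204 in controls and 618 in lithium and Col3a1 1067 and 215. Both are matrix genes, so that their lower signals restate the matrix pattern and add nothing to this candidate. Against this candidate, the median of those 20 markers was -0.35 within arrays 3 and 4, although it was -1.27 within arrays 1 and 2. The most abundant markers outside the matrix lists, Emp1 (602 and 501) and Aldh1a1 (557 and 566), did not pass either. For the candidate, with a level of 200 before the test the fibroblast markers in no matrix list had a median of -1.49. That of the matrix genes was -0.37 in this setting. All 31 markers had a median of -1.09 within arrays 3 and 4. Of the 31, 12 are held by another list and 11 by a matrix list, so that this overlap does not count for or against the candidate. RNA degradation cannot be told apart, since the lower exact p of the Gapdh and Actb differences was 0.171, but the Gapdh difference passed after quantile normalization (0.04, exact p = 0.0286) and without lithium array 4 (0.09, exact p = 0.0286), and was smaller without lithium array 1 (0.03, exact p = 0.371), so that the missed test is not read as excluding it. An action of lithium on matrix synthesis stays open and was not tested.

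Arrays 1 and 2 deviated together from arrays 3 and 4 in both groups, and 2283 probe sets passed limma's adjusted p between these pairs. After quantile normalization the mean correlation within array pairs was 0.128, between the bounds of 0.1 and 0.2 that were written before, and 1349 of those probe sets still passed, so that scaling is not the whole cause by a count chosen afterwards. RNA degradation cannot be told apart, since 0 of the genes Gapdh and Actb separated the pairs over all 8 arrays but 1, Gapdh, did so alike within both groups. No biological explanation was tested, and the paper and the labels give no batch.

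For the calls, the probe sets past the adjusted p and the lists, 1 of 35 splits gave as many as the real 92, 1050 and 22, and the highest others gave 16, 528 and 17, the first and second of these from the split of arrays 1 and 2 against 3 and 4. Of the 8 splits that part all 4 number pairs, the highest others gave 0, 2 and 17, and 8 splits are too few to exclude chance at 0.05.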

How the results depend on the processing

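The array pair term and the fits within array pairs were chosen only after the data were seen. The 1050 probe sets past the adjusted p kept their sign in each setting that tested them as single probe sets. These were 281 of them with a level of 200 before the test, 1006 without _x_at probe sets and 1050 otherwise. With either level setting, without _x_at probe sets, with trend and robust, the block or the array pair term, fold changes equal those reported by construction. The other settings reuse the same arrays, so that kept signs are weak evidence. Signal over background limits what low probe sets can show. Over all settings, the values below included, single genes lost their call 549 times, gained one 28 times and kept their side 1024 times, lists 40, 7 and 809 times, and 478 of the counts within lists moved by over 1.5 times while 1078 did not. Where a setting tests fewer probe sets or fewer arrays, that lies in its construction, and otherwise the cause was not tested.

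For Lox the log2 fold change and adjusted p were -3.31 (0.0399) after quantile normalization, -3.25 (0.0204) after median centring, -3.34 (0.00617) with a level of 200 before the test, -2.93 (0.0201) with 16 added, -2.23 (0.0378) with the mean of its probe sets, -3.34 (0.0498) without _x_at probe sets, -3.34 (0.0197) with trend and robust and -3.34 (0.0242) with the array pair term, each past 0.05, unlike -2.84 (0.0521) with array weights. The Gapdh 3′ to 5′ difference was 0.04 after quantile normalization (0.0375, exact p = 0.0286).

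Probe sets that passed all limits, 92 as reported with 60 lower, were 200 (157 lower) with a level of 200 before the test, 616 (165 higher and 451 lower) without a level limit, 142 (106 lower) with trend and robust and 195 (156 lower) with the array pair term, and 96 were lower after median centring. With limma, none passed in arrays 1 and 2 alone (0 of 0 higher or lower, 8285 at an unadjusted p under 0.05) or in arrays 3 and 4 alone (0, 7787 unadjusted). The share of higher calls was 34.8% as reported, 21.5% with the level before the test and 20.0% with the array pair term, but 57.1% without control array 1 and 46.2% without control array 4, with 29.8% as the lowest of the fits that left out an array. Among differences that did not pass, Gfap moved from lower to higher with the mean of probe sets, at 0.00 on the log2 scale. Past the adjusted p alone were 685 (385 lower) with the level before the test, 1735 (699 higher and 1036 lower) with 16 added, 2834 (1070 higher and 1764 lower) with the array pair term and 0 within each array pair.

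With the replicate number as a block, 17 probe sets passed all limits (5 higher and 12 lower) and 124 the adjusted p (20 higher and 104 lower, so that 16.1% were higher against 40.5%). Of 71 named genes that passed, 9 did so with the block (adjusted p from 0.0386 to 0.121 over the 71), 12 mitosis genes and 3 matrix genes were lower, the circadian list had 0 higher and 1 lower member instead of 2 and 0, the motile cilia list had an adjusted p of 0.0575, and the block changed the call of no other list.

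Mitosis genes lower were 9 with the level before the test, 48 with the array pair term and 0 within each array pair. Matrix genes lower were 24 after median centring, 22 with the level before the test, 26 with 16 added, 22 with the mean of probe sets, 23 with trend and robust, 47 with the array pair term and 0 within each array pair. With the level before the test, the median of the 70 matrix genes tested was -0.37, and that of the fibroblast markers in no matrix list was -1.49. With 16 added, the median was -1.38 for mitosis and -0.46 for matrix genes. In that setting it was -0.18 for Wnt ligands, receptors and modulators and -0.07 for neutrophils and blood cells. The radial glia list had an adjusted p of 0.0889 after median centring and 0.109 with the mean of probe sets, the A2 list 0.110 with the mean of probe sets, the protease list 0.115 with the level before the test and the BMP and STAT3 list 0.0637 in arrays 3 and 4. With an estimated correlation the adjusted p was 0.183 for mitosis, proteoglycans, TGF-beta, A2 and radial glia, 0.292 for DNA replication, 0.286 for collagens and elastic fibres, 0.227 for lysyl oxidases, 0.270 for proteases, 0.159 for Wnt ligands and 0.187 for BMP and STAT3.

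With 1 array left out, 24 to 73 probe sets passed all limits (10 to 25 higher, 14 to 48 lower) and 169 to 617 the adjusted p (71 to 205 higher, 98 to 412 lower), 7 to 20 mitosis genes and 0 to 6 matrix genes were lower (at 0, without control array 1, limma gave 6686 probe sets at an unadjusted p under 0.05), and the Gapdh difference lay between 0.0253 and 0.0853. Of the 71 named genes, 13 passed in every such fit and 7 in none.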

Differences from the paper's values

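All tests named here were set before the data were examined, except the array pair term, which was chosen after seeing the values, and the other probe sets of Alcam were set beside the paper's value only after they were seen.

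The paper's supplementary table gives p = 0.001294 for Lox, 0.000534 for Gas1, 0.0000747 for Fstl1, 0.032208 for Il13ra1, 0.0000298 for Alcam, 0.000379 for Klf4 and 0.001993 for Per1. Here the adjusted p from limma was 0.0504 for Lox, 0.0253 for Gas1, 0.0137 for Fstl1, 0.152 for Il13ra1, 0.0162 for Alcam, 0.0268 for Klf4 and 0.0199 for Per1. The unadjusted p from limma was 0.00118, 0.000189, 1.45e-05, 0.0145, 4.7e-05, 0.000239 and 9.05e-05 in the same order. The paper's table does not say whether its p-values are adjusted, so that a gap from the adjusted p here need not be a difference in result. These p-values were set beside the paper's only as reported, not for the alternatives.

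The paper's table gives a fold change of 2.42 for Alcam, and here it was -1.91 at the brightest probe set, that is lower in lithium. Of its other probe sets, 2 were 2.46-fold and 2.40-fold lower (adjusted p = 0.0201 and 0.0324 from limma), on either side of the paper's value in size, so that for these only the direction differs. Each alternative set before the data were examined that gave Alcam a value had the lower direction too.

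The paper gives 4705 entities that responded to lithium, before its limits on fold and level, and 1084 genes for which it does not state whether those limits apply, both called astroglial. Here all probe sets were counted, of which 1050 passed the adjusted p and 92 also a fold change of at least 2 and a mean signal of at least 200 in the higher group. The paper does not give the scale of its level of 200 or the group it holds for, and without a level limit 616 passed. No alternative set before the data were examined brought 1050 within 1.5 times the paper's 4705, or 92 within 1.5 times its 1084. If the limits do not apply to the 1084, the count to set beside it is 1050, which lay within 1.5 times of it. That count is of all probe sets, not of astroglial genes, so that the 2 need not hold the same genes.

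The paper treats Lox as changed, and its adjusted p here did not pass as reported. It passed after quantile normalization (0.0399), after median centring (0.0204), with a level of 200 before the test (0.00617), with 16 added (0.0201), with the mean of probe sets (0.0378), without _x_at probe sets (0.0498), with trend and robust (0.0197) and with the array pair term (0.0242). Il13ra1 passed with a level of 200 before the test (0.0488).

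The paper's text has Fstl1 as higher in lithium, while its table has it lower, and here it was lower (log2 fold change -1.47). The paper's text links the genes that rose most in lithium with proliferation among other functions. Here 29 genes of mitosis, Prc1 and Cep55 among them, were lower at the transcript level. The paper also reports higher astrocyte counts in lithium from confocal images. The arrays measured a mixture of cells, so that these transcripts cannot be assigned to astrocytes and do not test those counts. Of the genes that the paper places in lithium's networks, Bub1, Cdk1, Mad1l1, Mmp9, Eln, Fzd2 at its brightest probe set and Igf1 did not pass as reported. Bub1 and Cdk1 passed after quantile normalization (0.0421 and 0.0384), median centring (0.0203 and 0.0189), with 16 added (0.0265 and 0.0186), with the mean of probe sets (0.0323 and 0.0376), with trend and robust (0.0224 and 0.0209) and with the array pair term (0.00571 and 0.00658), and Bub1 with the replicate block (0.0477) and without lithium array 4 (0.0494). Mmp9 passed with a level of 200 before the test (0.0474) and with the array pair term (0.0298), and Eln after median centring (0.0413), with 16 added (0.0359) and with trend and robust (0.0447).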

Other observations

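Of the tests in this part, only the fits within array pairs and the array pair term were chosen after the results were seen.

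Genes of the interferon response rose in lithium. Of 27 members, 3 rose and none fell (16 higher when adjusted over the list alone, camera adjusted p = 2.40e-10, and adjusted p = 0.227 with an estimated correlation). Stat2, which carries interferon signals to the nucleus, rose from a signal of 86.7 ± 9.90 to 188 ± 43.3 (SD, n = 4 each; log2 fold change 1.09, adjusted p = 0.039 from limma), Ifih1, a sensor of viral RNA, rose by 0.58 on the log2 scale, and Parp14 rose as well. Of 30 genes of the unfolded protein and amino acid stress response, 5 rose and none fell (6 higher when adjusted over the list alone, adjusted p = 0.000664, and adjusted p = 0.183 with an estimated correlation). Besides Atf3, Trib3, Chac1 and Sesn2, Asns, which makes asparagine, rose from 778 ± 76.9 to 1232 ± 41.7 (adjusted p = 0.0194). Of 29 genes of motile cilia, Drc1 and Mlf1 rose (2 higher and 1 lower when adjusted over the list alone), and the list passed camera's test (adjusted p = 0.0407, and adjusted p = 0.183 with an estimated correlation), but not with the replicate block (adjusted p = 0.0575) or without control arrays 1 (0.0683) or 4 (0.0539) or lithium arrays 2 (0.0634) or 3 (0.0665), with 16 added (0.0672), with the mean of probe sets (0.0829), without _x_at probe sets (0.0707) or with the array pair term (0.0519), nor in arrays 1 and 2 alone (0.198). Of 20 genes of cholesterol synthesis, Insig1 fell by 0.49 on the log2 scale (1 lower when adjusted over the list alone), and the list passed camera's test (adjusted p = 0.00204, and adjusted p = 0.614 with an estimated correlation), but not fry (adjusted p = 0.136).

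With the replicate block no interferon gene passed limma's adjusted p, with 9597 of all probe sets at an unadjusted p under 0.05 (0.108 for Stat2 and 0.080 for Ifih1), and Trib3 alone of the stress response genes was higher (0.0755 for Asns). Without control arrays 1 to 4 or lithium arrays 3 and 4 none of the interferon genes was higher either (6686 of all probe sets at an unadjusted p under 0.05 with limma without control array 1), and without lithium array 1 or 2 only 1 was, with Stat2 past only without lithium array 1 (0.0364) and Ifih1 never. Asns did not pass without control arrays 1 (0.0566) or 3 (0.0591) or lithium array 1 (0.0503), Drc1 passed only without lithium array 1 (0.0401), Mlf1 only without control array 4 (0.0454) or lithium array 2 (0.0388), and Insig1 did not without control array 3 (0.0525). Stress response genes higher were 2, 3, 1 and 2 without control arrays 1 to 4 and 1, 2, 3 and 3 without lithium arrays 1 to 4. The block gave 0.101 for Drc1, 0.0635 for Mlf1 and 0.0765 for Insig1.

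Cytokines and chemokines moved apart, with Csf2 higher, from 22.6 ± 5.75 to 130 ± 58.1 (SD, n = 4 each; adjusted p = 0.0312), and Cxcl12 (-2.16 on the log2 scale), Cxcl14 (-1.31) and 2 further genes, Ccl3 and Ccl12, lower (6 higher and 9 lower of 30 when adjusted over the list alone), and the list did not pass (adjusted p = 0.865). Ccl3 and Ccl12 were chosen after their values were seen. Of 25 immediate early genes, Arc rose by 1.22, Klf4 rose, Dusp6 fell by 0.59 and Egr2 fell by 1.48 on the log2 scale (4 higher and 2 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.704). Of 26 genes of PPAR-gamma and its targets, Fabp3 rose by 1.09 and Lpl fell by 1.41 on the log2 scale (3 higher and 2 lower when adjusted over the list alone), Pparg did not pass (7.77 ± 2.80 and 3.83 ± 2.27, adjusted p = 0.372), and neither did the list (adjusted p = 0.781). No member passed limma's adjusted p in the lists of inositol metabolism (20 genes, adjusted p = 0.698), NRF2 and oxidative stress (26 genes, 0.317) and osmotic stress (16 genes, 0.557), against 8087 of all probe sets at an unadjusted p under 0.05. The NRF2 list did pass without lithium array 1 (0.0104) and in arrays 3 and 4 alone (0.0121). After median centring Ifih1 (0.0822), Asns (0.0773), Insig1 (0.268), Dusp6 (0.153) and Fabp3 (0.0514) did not pass, and with the mean of their probe sets Cxcl12 (0.0888) and Fabp3 (0.136) did not. With the replicate block the adjusted p was 0.0563 for Csf2, 0.0687 for Cxcl12, 0.0697 for Cxcl14, 0.054 for Arc, 0.0858 for Dusp6, 0.0896 for Egr2, 0.0564 for Fabp3 and 0.0901 for Lpl, and no cytokine or chemokine passed limma's adjusted p (9597 of all probe sets at an unadjusted p under 0.05). Cytokines and chemokines lower were 2, 2, 1 and 1 without control arrays 1 to 4 in turn, and 3, 3, 3 and 2 without lithium arrays 1 to 4. When an array was left out, Csf2 (0.0317), Dusp6 (0.0482) and Fabp3 (0.0385) passed only without lithium array 4, Egr2 only without lithium array 2, Lpl only without control array 1 (0.049) or lithium array 2 (0.0365) and Arc only without control array 2 (0.0334) or lithium arrays 3 (0.0482) or 4 (0.041), and Cxcl12 did not pass without control arrays 3 or 4 (0.0525 each).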
